# Progression of the pluripotent epiblast depends upon the NMD factor UPF2

**DOI:** 10.1242/dev.200764

**Published:** 2022-11-07

**Authors:** Jennifer N. Chousal, Abhishek Sohni, Kristoffer Vitting-Seerup, Kyucheol Cho, Matthew Kim, Kun Tan, Bo Porse, Miles F. Wilkinson, Heidi Cook-Andersen

**Keywords:** Blastocyst, Epiblast, RNA decay, Nonsense-mediated RNA decay

## Abstract

Nonsense-mediated RNA decay (NMD) is a highly conserved RNA turnover pathway that degrades RNAs harboring in-frame stop codons in specific contexts. Loss of NMD factors leads to embryonic lethality in organisms spanning the phylogenetic scale, but the mechanism remains unknown. Here, we report that the core NMD factor, UPF2, is required for expansion of epiblast cells within the inner cell mass of mice *in vivo*. We identify NMD target mRNAs in mouse blastocysts – both canonical and alternatively processed mRNAs – including those encoding cell cycle arrest and apoptosis factors, raising the possibility that NMD is essential for embryonic cell proliferation and survival. In support, the inner cell mass of *Upf2*-null blastocysts rapidly regresses with outgrowth and is incompetent for embryonic stem cell derivation *in vitro*. In addition, we uncovered concordant temporal- and lineage-specific regulation of NMD factors and mRNA targets, indicative of a shift in NMD magnitude during peri-implantation development. Together, our results reveal developmental and molecular functions of the NMD pathway in the early embryo.

## INTRODUCTION

During preimplantation development, the embryo undergoes two differentiation steps, culminating in the formation of an implantation-competent blastocyst. The embryo first divides into the inner cell mass (ICM) and trophectoderm (TE) at approximately embryonic day (E) 3.25, and the ICM further differentiates to form the epiblast and primitive endoderm (PrE) (Rossant, 2018). Immediately after, during peri-implantation development (E4.0-E5.5), the blastocyst hatches from the zona pellucida and attaches to the uterine wall to initiate implantation. The TE invades the endometrium to establish the placenta, the PrE forms an epithelium that encircles the embryo and will form the yolk sac, and the pluripotent epiblast rapidly proliferates in preparation for gastrulation (Rossant, 2018; Morris et al., 2012a). During post-implantation development (>E5.5), the embryonic structure is solidified, setting the stage for the remainder of the pregnancy. Although both preimplantation and post-implantation development have been extensively studied, peri-implantation development remains less well understood, largely because of challenges in obtaining embryos at this stage and the limited cell numbers available for analysis (Bedzhov and Zernicka-Goetz, 2014). In this study, we identify a molecular pathway crucial for normal mammalian peri-implantation development.

The majority of studies examining factors important for early embryo development have focused on transcription (Chazaud and Yamanaka, 2016; Rossant, 2018). Given that steady-state mRNA levels are dictated by not only transcription rate, but also mRNA turnover rate, it is important to consider the possibility that embryonic development is also controlled by regulated RNA turnover. In support of this possibility, it has been shown that regulated RNA turnover can influence – and even drive – precise temporal and spatial control of gene expression, as well as specific biological functions (Alonso, 2012; Schoenberg and Maquat, 2012; Svoboda et al., 2015; Tan and Wilkinson, 2022; Yamada and Akimitsu, 2019). RNA turnover confers essential properties anticipated to be selected for over evolutionary time (Alonso, 2012). One such property is efficient gene silencing. Transcriptional downregulation is not sufficient to achieve this goal; it is also necessary to destabilize the pre-existing mRNA pool. Another property conferred by regulated RNA decay is dramatic shifts in gene expression. For example, simultaneous upregulation of transcription rate and decreased RNA destabilization rate can induce very high levels of mRNA (Tan and Wilkinson, 2022).

One of the most well-studied RNA turnover mechanisms is the highly conserved nonsense-mediated RNA Decay (NMD) pathway. NMD was originally discovered by virtue of its ability to degrade aberrant RNAs harboring premature termination codons (PTCs), thereby protecting cells from truncated dominant-negative proteins (Chang et al., 2007). Subsequently, it was discovered that NMD degrades subsets of normal RNAs, with loss or disruption of NMD leading to dysregulation of 5-20% of the normal transcriptome in species spanning the phylogenetic scale (Chan et al., 2007; Gatfield et al., 2003; He et al., 2003; Lelivelt and Culbertson, 1999; Mendell et al., 2004). This raised the possibility that NMD regulates numerous biological processes, which has been supported by many subsequent studies (Han et al., 2018; Jaffrey and Wilkinson, 2018; Kurosaki et al., 2019; Lejeune, 2017; Nasif et al., 2018). However, the full reach of the regulatory capacity of NMD has yet to be uncovered.

A large body of research has demonstrated that loss or perturbation of NMD factors cause early embryo lethality (Alonso and Akam, 2003; Anastasaki et al., 2011; Casadio et al., 2014; Longman et al., 2007; Mao et al., 2015; Metzstein and Krasnow, 2006; Silver et al., 2010). In mice, null mutations in any of several different NMD factor genes – *Upf1*, *Upf2*, *Upf3a*, *Smg1* and *Smg6* – cause lethality during peri-implantation (and possibly the early stages of post-implantation) development (Hwang and Maquat, 2011; Li et al., 2015; Mao et al., 2015; McIlwain et al., 2010; Medghalchi et al., 2001; Shum et al., 2016; Weischenfeldt et al., 2008). However, the nature of the defects preceding lethality and the molecular mechanisms responsible are poorly understood. Here, we investigate the role of NMD in early embryo development using a mouse model lacking the core NMD factor UPF2.

## RESULTS

### Upf2 is required for mouse peri-implantation embryo viability

To knockout *Upf2* in the early embryo, we generated global heterozygous (*Upf2^+/−^*) mice by crossing *Upf2*-floxed (*Upf2^Fl/Fl^*) mice harboring loxP sites in introns 1 and 3 (Weischenfeldt et al., 2008) with mice expressing Cre recombinase driven by the *E2a* promoter, which is expressed early in preimplantation development (Fig. S1A). Recombination results in deletion of exons 2 and 3 (Fig. S1B), which generates a truncated protein lacking NMD activity (Weischenfeldt et al., 2008). *Upf2-*heterozygous (*Upf2^+/−^*) crossings produced no *Upf2-*null (*Upf2^−/−^*) pups, consistent with embryonic lethality (Weischenfeldt et al., 2008). *Upf2-*heterozygous and wild-type (*Upf2^+/+^*) pups were born at a 2:1 ratio (Fig. 1A), consistent with Mendelian inheritance. The mean litter size was 4.6 (±2; ±s.e.m.) pups compared with 7.5 (±2) for wild-type mice of the same strain.

**Fig. 1.**
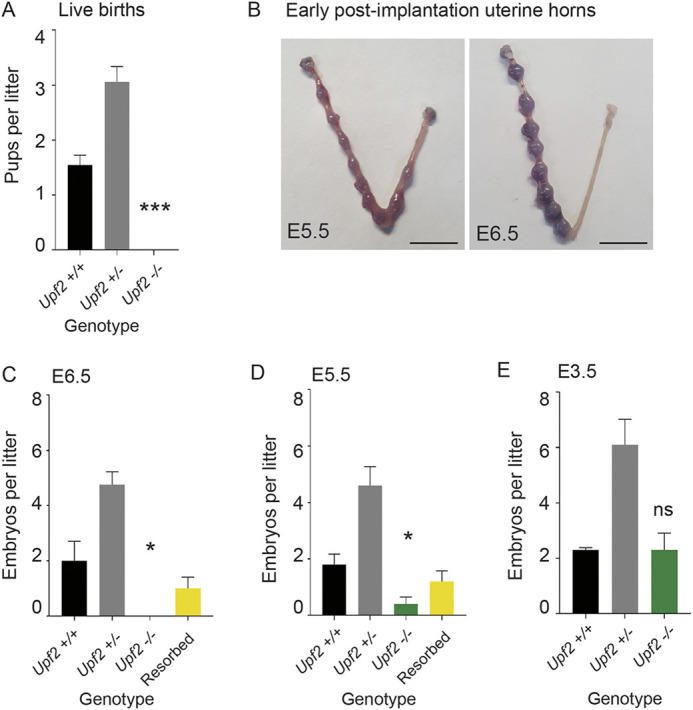
**Loss of *Upf2* results in peri-implantation embryonic lethality.** (A) Live births per litter, from *Upf2*^+/−^ crosses (***P<0.0001, two-tailed Student's *t*-test *Upf2^+/+^* versus *Upf2^−/−^*). *Upf2*^+/−^:*Upf2*^+/+^ pups were present at a 2:1 Mendelian ratio (*n*=33 mating pairs). (B) Uterine horns of *Upf2*^+/−^ females (mated with *Upf2*^+/−^ males) at E5.5 (left) and E6.5 (right). Implantation sites are visualized by blue dye. (C,D) Early post-implantation embryos were isolated from the horns of *Upf2*^+/−^ females (mated with *Upf2*^+/−^ males) at (C) E6.5 (*n*=26 embryos, *n*=4 mice) and (D) E5.5 (*n*=34 embryos, *n*=5 mice), presented as embryos per litter. No *Upf2*-null embryos were present at E6.5 (*P=0.03, two-tailed Student's *t*-test *Upf2*^+/+^ versus *Upf2*^−/−^), and two *Upf2*-null embryos were present at E5.5 (*P=0.01, two-tailed Student's *t*-test *Upf2*^+/+^ versus *Upf2*^−/−^). (E) Blastocysts were flushed from the uterine horns of superovulated *Upf2*^+/−^ females (mated with *Upf2*^+/−^ males) at E3.5 (*n*=63 embryos, *n*=7 mice; *P*=0.50, two-tailed Student's *t*-test *Upf2^+/+^* versus *Upf2^−/−^*). *Upf2-*null blastocysts were present at the expected Mendelian ratio. Data are mean±s.e.m. Scale bars: 1 cm.

It was previously reported that loss of *Upf2* leads to embryonic lethality in mice by E9.5 or earlier, with fewer *Upf2-*null embryos isolated at E3.5 than expected (Weischenfeldt et al., 2008). To precisely define the timing of embryo lethality, we isolated early post-implantation embryos at various time points from *Upf2*-heterozygous crosses (Fig. 1B). At E5.5, the earliest time that implantation can be accurately assessed, only two *Upf2*-null embryos were recovered (*n*=34 embryos, five matings) (Fig. 1B,D). At E6.5, no Upf2-null embryos were recovered (*n*=26 embryos, five matings) (Fig. 1B,C). Implantation sites and resorption sites per female from *Upf2*-heterozygous crosses were within the normal range observed for wild-type C57/BL6 mice (Flores et al., 2014) and not different between E5.5 and E6.5 (Fig. 1B-D; Fig. S1C). Although it was not possible to genotype resorbed embryos because of the limited amount of embryonic DNA recovered, these findings suggest that *Upf2*-null embryos do not have an abnormally high resorption rate.

To investigate whether loss of *Upf2* also influences preimplantation development, we examined E3.5 blastocyst-stage embryos from heterozygous matings. The frequency of *Upf2*-null blastocysts was consistent with a normal Mendelian ratio (Fig. 1E), demonstrating no obvious defect in development to the blastocyst stage. The small proportion of immature *Upf2-*null embryos relative to expanded blastocysts did not significantly deviate from littermate controls (*P*=0.48, χ^2^ test) (Fig. S1D). Similarly, *in vitro* development of *Upf2-*null embryos from zygote to blastocyst occurred at a rate indistinguishable from controls (*P*=0.16) (Fig. S1E,F). Together, these data demonstrate that UPF2 is not required for development to the blastocyst stage but plays an essential role in the steps that immediately follow, during peri-implantation development.

### Transcriptome analysis of *Upf2*-null mouse blastocysts

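RNA from 19 single whole blastocysts collected at E3.25 was sequenced, 8 of them *Upf2*-null and 11 control littermates. UPF2 is a core factor of NMD, the pathway that degrades mRNAs whose stop codon lies in an aberrant context. Each library holds the RNA of a whole embryo, so every value is an average over its trophectoderm, epiblast and primitive endoderm precursor cells. Every embryo is a separate animal, and no batch or litter is given in the sources used here. *Upf2* lies on chromosome 2 of GRCm38 from 5951469 to 6056703. Counts over the whole gene were 90.9 ± 21.3 CPM (SD, n = 8) in *Upf2*-null embryos, from 64.3 to 123 CPM, and 57.8 ± 16.5 CPM (SD, n = 11) in controls, from 37.2 to 87.8 CPM. These counts include the exons outside the deletion, so they do not test the genotype. The authors trimmed adapters, aligned the reads with STAR, removed PCR duplicates and counted paired reads per Ensembl gene with featureCounts. In the resulting counts the highest value of any gene in any embryo was 4884. The top 100 genes held 5.09% to 6.21% of the counts of an embryo. Whether duplicate removal limited the counts of abundant genes, and so their differences, was not tested. Total counts per embryo ran from 4068350 to 5993745 (median 4824546.5) in *Upf2*-null embryos and from 4056072 to 5854659 (median 5008508) in controls. Between 15547 and 16906 genes had at least 1 count in *Upf2*-null embryos, and between 14522 and 17084 in controls, where control embryo 5 had the fewest. For its isoform models the study mapped the reads as unstranded, and strand is not stated for the gene counts, so overlapping genes on opposite strands cannot be told apart. Genes with at least 10 counts in at least 1 embryo, the study's own filter, were kept (17137 genes). They were normalized by TMM and compared between the genotypes with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and the study's threshold of 0.1. The study used DESeq2, which was run as an alternative. On counts simulated for 8 against 11 embryos, edgeR recovered 44% of genes changed 2-fold and 68% of genes changed 4-fold over 16015 genes, and 12.4% of its calls were unchanged genes. DESeq2 recovered 49% and 75% over 15060 genes, and 36.9% of its calls were unchanged genes. These shares depend on the simulated dispersions. They do not give the share of false calls of either tool in the real libraries.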

To investigate the molecular mechanism by which NMD acts in the early embryo, we performed RNA-sequencing (RNA-seq) analysis on *Upf2*-null and littermate control blastocysts at E3.25 (Fig. S2A). We chose this time point to capture any molecular defects that might be responsible for the overt embryo phenotypic defects that likely arise in the late blastocyst. Consistent with no overt phenotypic defects in the early blastocyst, plotting the principal components that represent the most variance in our dataset did not lead to clustering of *Upf2^−/−^* (*n*=8) and *Upf2^+/+^* (*n*=11) samples. Instead, we found that loss of UPF2 affected the expression of a specific cohort of mRNAs (Fig. S2B). 

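None of the first 6 principal components of log2 CPM separated *Upf2*-null from control blastocysts after adjustment over the 6 tests. On component 1, which held 14.1% of the variance, *Upf2*-null embryos scored −9.63 ± 31.3 (SD, n = 8) and controls 7.00 ± 62.9 (SD, n = 11), with p = 0.644 from a two-sided exact permutation test. The lowest p was that of component 2, with 12.3% of the variance. Its scores were −25.6 ± 22.0 in *Upf2*-null embryos (SD, n = 8) and 18.6 ± 54.2 in controls (SD, n = 11), with an exact permutation p of 0.0227 and an adjusted p of 0.136. Control embryos 2, 4 and 11 had the highest scores on it, at 109.8, 121.9 and 64.0. Over the 500 most variable genes alone, component 1 had the lowest p, 0.00969 by the exact permutation test and 0.0581 after adjustment. Some of this variation followed the libraries. Component 3, with 10.8% of the variance, fell with the total count of the library (Pearson's r = −0.741, permutation p = 0.00029, Spearman's rho = −0.847, permutation p = 3e-05, adjusted p of the former 0.00348 over 12 relations, r = −0.694 without the 2 libraries farthest from the median total). Component 1 fell with the number of genes detected (Pearson's r = −0.816, permutation p = 0.00099, adjusted p = 0.00594 over the 12 relations). Its Spearman's rho was −0.388 (permutation p = 0.103), and r was −0.216 without the 2 libraries farthest out on that number. Control embryo 5 stood at 189.0 on component 1 and *Upf2*-null embryo 2 at 129.9 on component 4.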

In total, 178 genes were significantly differentially expressed between *Upf2-*null and control blastocysts [adjusted *P*-value (*Q*)<0.1; Fig. 2A; Table S2].

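In *Upf2*-null blastocysts 30 genes were higher and 3 were lower than in controls at an adjusted p under 0.1 from edgeR. DESeq2 called 102 higher and 74 lower, the 33 edgeR calls among them, and limma voom with quality weights called 88 higher and 24 lower. *Ensa*, an inhibitor of protein phosphatase 2A at mitotic entry, lies on chromosome 3 from 95624993 to 95632102 and had 238 ± 26.6 CPM (SD, n = 8) in *Upf2*-null embryos and 160 ± 18.9 CPM (SD, n = 11) in controls. Its log2 fold change was 0.57 (standard error 0.08, adjusted p = 0.00438 from edgeR). *Anapc16*, a subunit of the anaphase-promoting complex, rose by 0.43 on the log2 scale, and *Tmem222* by 0.36. *Ddit3*, the stress-induced transcription factor CHOP, was 66.0 ± 14.0 CPM (SD, n = 8) against 26.1 ± 9.87 CPM (SD, n = 11), a log2 fold change of 1.34 (standard error 0.23, adjusted p = 0.0251 from edgeR). The DNA repair gene *Ercc8* rose by 1.00, and the mitochondrial nuclease gene *Exog* from 65.7 to 137 CPM. The 10 genes with the lowest p among those higher were above the control median in 8 of 8 *Upf2*-null embryos. Of these 10, 4 are annotated as pseudogenes. *2700099C18Rik* on chromosome 17 had the lowest p, at 130.2 ± 32.9 CPM (SD, n = 8) against 50.9 ± 13.6 CPM (SD, n = 11). *Gm21092* and *Gm6483*, both on chromosome 8, had log2 fold changes of 1.61 and 1.34; such copies can share reads, so which copy was expressed is uncertain. The fourth, *Gm13384*, had a log2 fold change of 3.67. *Slc6a6*, the taurine transporter gene, was the only abundant gene among the 3 that were lower, at 106 ± 33.9 CPM (SD, n = 8) in *Upf2*-null embryos against 204 ± 63.4 CPM (SD, n = 11) in controls. Its log2 fold change was −0.94 (standard error 0.21, adjusted p = 0.0920 from edgeR). *Tmem266* had 1 count in all *Upf2*-null embryos together and 187 in controls, and *Prrt1* had 1 and 184. The number of calls ran from 14 without *Upf2*-null embryo 4 or 5 to 43 without *Upf2*-null embryo 3 when a single embryo was left out, and was at most 20 without any of *Upf2*-null embryos 4 to 8 or controls 1, 3, 7 and 8; without control embryo 9, 19 genes were higher. The lower genes by edgeR were 0 without *Upf2*-null embryo 2, 4, 5, 7 or 8 (1156 to 1213 at an unadjusted p under 0.05), 1 without *Upf2*-null embryo 6, 5 without control embryo 5 or 6 and 7 without *Upf2*-null embryo 3, and *Slc6a6* passed only without *Upf2*-null embryo 1 or 3 or control embryo 2 or 5. By DESeq2 the higher genes ran from 72 to 135 and the lower genes from 38 without control embryo 4 and 45 without control embryo 2 to 117 without control embryo 6, 140 without *Upf2*-null embryo 1 and 142 without *Upf2*-null embryo 3. Of 100 splits of the embryos into groups of 8 and 11, the genotypes included, 7 called at least 33 genes by edgeR.

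**Figure D1:**
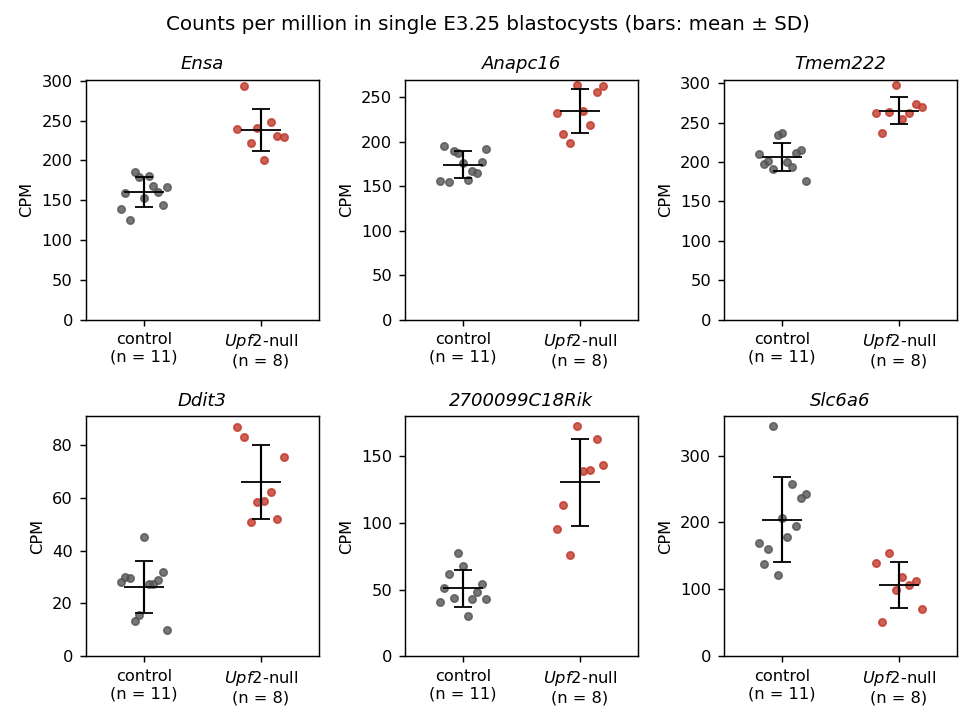
CPM (linear axis from 0) of 6 of the 33 called genes in each control (grey, n = 11) and *Upf2*-null (red, n = 8) blastocyst; each point is an embryo, and the bars give the mean and SD. *Ddit3* averages 66.0 CPM in *Upf2*-null embryos and 26.1 CPM in controls, and *Slc6a6* averages 106 and 204 CPM.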

**Fig. 2.**
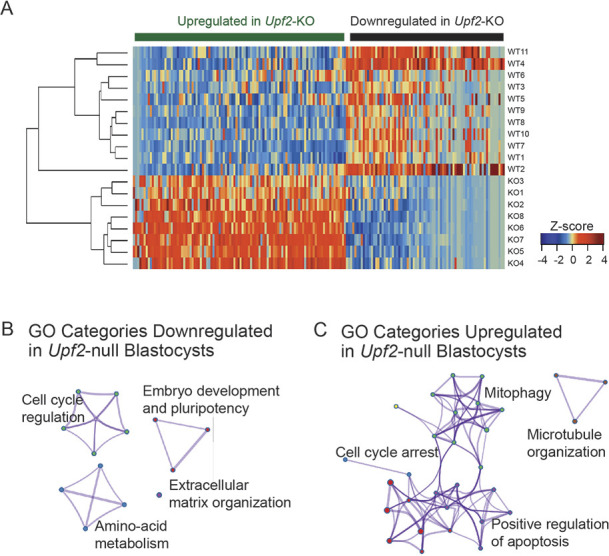
**Loss of *Upf2* leads to dysregulation of mRNAs associated with embryo development and cell survival.** (A) Heatmap of differentially expressed genes in *Upf2-*null blastocysts compared with controls. (B) Gene ontology (GO) categories enriched in genes downregulated in *Upf2-*null blastocysts (*n*=76) compared with controls, including regulation of development, pluripotency and metabolism. (C) GO categories enriched in upregulated genes (*n*=102) demonstrate that UPF2 regulates genes important for cell survival/apoptosis, cell cycle progression, mitophagy and microtubule organization.

The genes significantly downregulated in *Upf2-*null blastocysts (76) are enriched for functions important for growth and development (Fig. 2B), with known roles in regulating ‘embryo development and pluripotency’ (e.g. the *Nanog*, *Fgf4*, *Rspo1*, *Gata1* and *Phlda2* genes), raising the possibility that UPF2 plays a role within the pluripotent epiblast. Also highly represented are genes involved in ‘extracellular matrix organization’ (*Col5a1*, *Ltbp3*, *Matn3* and *Crtap*), which are intimately linked to peri-implantation development (Smyth et al., 1999; Yang et al., 2002). 

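The 5 genes named here as lower all had a log2 fold change below 0, and none passed edgeR's threshold over all 17137 genes. *Nanog*, a transcription factor of the epiblast, had 175 ± 32.2 CPM (SD, n = 8) in *Upf2*-null blastocysts and 243 ± 45.9 CPM (SD, n = 11) in controls. Its log2 fold change was −0.47 (standard error 0.12, adjusted p = 0.150 from edgeR and 0.0277 from DESeq2), and it was below the control median in 8 of 8 *Upf2*-null embryos. *Fgf4*, the growth factor that epiblast precursors secrete, had 6.82 ± 4.87 CPM (SD, n = 8) against 34.2 ± 35.0 CPM (SD, n = 11), a log2 fold change of −2.33 (adjusted p = 0.259 from edgeR and 0.0577 from DESeq2). *Gata1*, an erythroid transcription factor, and *Phlda2*, an imprinted gene of the placenta, had log2 fold changes of −0.84 and −1.06. *Rspo1*, a secreted activator of Wnt signalling, had 2 counts in all *Upf2*-null embryos together and 208 in the controls. All 5 had an unadjusted p under 0.05 from edgeR. DESeq2 called all 5, with adjusted p-values from 0.0277 to 0.0979, and voom called none. The study chose these genes on these libraries, so their direction is not independent evidence.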

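Of the 4 extracellular matrix genes, *Crtap*, which encodes a subunit of the collagen prolyl 3-hydroxylase complex, was the only abundant gene. It had 61.3 ± 27.7 CPM (SD, n = 8) in *Upf2*-null blastocysts and 111 ± 19.4 CPM (SD, n = 11) in controls, a log2 fold change of −0.86 (standard error 0.21, adjusted p = 0.137 from edgeR and 0.0103 from DESeq2). *Col5a1*, a fibrillar collagen, had 2 counts over the *Upf2*-null embryos and 89 over the controls, and *Matn3*, a matrilin, had 2 and 160. *Ltbp3*, which binds latent TGFβ, had 11 and 136. Their control values were uneven: *Matn3* ran from 0 to 13.7 CPM. A wider list of 25 measured extracellular matrix genes, which holds these 4, had 16 members with a log2 fold change below 0 and 9 above, and none passed edgeR's threshold over all genes. At an unadjusted p under 0.05, 5 were lower, and 4 were lower by DESeq2 and 1, *Crtap*, by voom. Adjusted over the list alone, 4 were lower, and these were the 4 genes the study names, which is not independent evidence. By camera the list was lower (p = 0.00343, adjusted p = 0.0197 over 23 lists; adjusted p = 0.476 with an estimated correlation). Without the 4 genes its p was 0.214. The score per embryo differed by −0.42, which did not pass (exact permutation test, p = 0.216, adjusted p = 0.405). *Upf2*-null embryo 2 stood apart at −2.07, and without it the difference was −0.16 (exact permutation test, p = 0.512); without control embryo 5, at −1.26, it was −0.57 (exact permutation test, p = 0.0296, adjusted p = 0.123).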

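*Kif23*, a kinesin needed for cytokinesis, had 263 ± 33.1 CPM (SD, n = 8) in *Upf2*-null blastocysts and 338 ± 46.2 CPM (SD, n = 11) in controls, a log2 fold change of −0.36 (standard error 0.09, adjusted p = 0.137 from edgeR and 0.0207 from DESeq2). *Bora*, an activator of the mitotic kinase Aurora A, and *Spast*, a microtubule-severing enzyme, each had a log2 fold change of −0.56. Of the genes of amino-acid metabolism, *Qars*, the glutaminyl-tRNA synthetase, was 206 ± 57.8 CPM (SD, n = 8) against 287 ± 45.8 CPM (SD, n = 11), a log2 fold change of −0.48. *Gfpt1*, which makes glucosamine 6-phosphate, had −0.55, and *Odc1*, the enzyme that makes putrescine, had −0.18. None of these 6 passed edgeR's threshold, and all 6 had an unadjusted p under 0.05. DESeq2 called all but *Odc1*, whose adjusted p was 0.108, and voom called *Spast* alone. Among 31 measured genes of amino-acid metabolism in a wider list, 21 had a log2 fold change below 0 and 10 above. No member was called by edgeR over all genes or by voom, DESeq2 called 2 lower, and at an unadjusted p under 0.05 from edgeR 7 were lower and 1 higher. Adjusted over the list alone, 6 were lower, 3 of them named by the study. By camera the list did not pass (p = 0.0273, adjusted p = 0.0785 over 23 lists). A list of 26 genes of G2 and mitosis had 18 below 0 and 8 above (camera adjusted p = 0.0620). None was called by edgeR or voom, 2 were lower by DESeq2, and 3 were lower both at an unadjusted p under 0.05 from edgeR and when adjusted over the list alone.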

Other regulated genes are involved in positive regulation of the cell cycle (*Bora*, *Fgf4*, *Kif23*, *Nanog*, *Spast* and *Rspo1*) and amino-acid metabolism (*Gfpt1*, *Odc1*, *Crtap* and *Qars*), the latter of which is known to be important for energy production in the embryo (Gardner et al., 2001). Together, these results raised the possibility that NMD has roles in early embryo developmental progression and cell proliferation.

The genes upregulated in *Upf2-*null blastocysts (102) are enriched for ‘cell cycle arrest’ (*Gadd45a*, *Gorab*, *Mdm4*, *Rassf1* and *Txnl4b*) functions (Fig. 2C), which provides further support for the notion that NMD drives the proliferation of early embryonic cells. 

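All 5 genes named for cell cycle arrest had a log2 fold change above 0, and edgeR called 2 of them over all genes, DESeq2 all 5 and voom 4, all but *Gadd45a*. *Gorab*, which encodes a Golgi protein, rose by 0.90 on the log2 scale (standard error 0.19, adjusted p = 0.0645 from edgeR), from 39.6 ± 9.86 CPM (SD, n = 11) in controls to 74.0 ± 21.7 CPM (SD, n = 8) in *Upf2*-null blastocysts. *Txnl4b*, a splicing-related thioredoxin-like gene, rose by 0.63 (adjusted p = 0.0781 from edgeR). Both were above the control median in 8 of 8 *Upf2*-null embryos. *Rassf1*, a tumour suppressor, had 56.7 ± 20.4 CPM (SD, n = 8) against 28.1 ± 9.61 CPM (SD, n = 11), a log2 fold change of 1.01 (adjusted p = 0.140 from edgeR and 0.0168 from DESeq2). *Mdm4*, a negative regulator of p53, had a log2 fold change of 0.50 (adjusted p = 0.0978 from DESeq2). *Gadd45a*, a stress gene induced by DNA damage, had 5.94 ± 2.64 CPM (SD, n = 8) against 1.82 ± 1.35 CPM (SD, n = 11), a log2 fold change of 1.68 (adjusted p = 0.262 from edgeR and 0.0974 from DESeq2). Of 21 measured cell cycle inhibitors, 16 had a log2 fold change above 0 and 5 below, and none was called by edgeR over all genes. DESeq2 called 2 higher and voom 1, and 4 were higher both at an unadjusted p under 0.05 from edgeR and when adjusted over the list alone. By camera the list was higher (p = 0.00504, adjusted p = 0.0232; adjusted p = 0.436 with an estimated correlation). Its members include *Rassf1* and *Gadd45a*, which the study picked from these libraries, and without them its p was 0.0856. The score per embryo differed by 0.31, which did not pass (exact permutation test, p = 0.0687, adjusted p = 0.272).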

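*Fis1*, which acts in mitochondrial fission, had 202 ± 22.7 CPM (SD, n = 8) in *Upf2*-null blastocysts and 163 ± 16.7 CPM (SD, n = 11) in controls. Its log2 fold change was 0.31 (standard error 0.08, adjusted p = 0.147 from edgeR and 0.0341 from DESeq2). *Sdhaf2*, an assembly factor of succinate dehydrogenase, had a log2 fold change of 0.33, *Smim20*, an assembly factor of cytochrome c oxidase, 0.34, and *Coa4*, another such factor, 0.36. The first 3 were above the control median in 8 of 8 *Upf2*-null embryos and *Coa4* in 7. None was called by edgeR over all genes, and all 4 had an unadjusted p under 0.05. DESeq2 called all 4, with adjusted p-values up to 0.0808, and voom called *Sdhaf2*. Each of these proteins is known for a role in mitochondria.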

Other upregulated genes are also linked to cell proliferation, including those involved in ‘microtubule organization’ (*Sdhaf2*, *Smim20*, *Fis1* and *Coa4*). Also enriched are genes involved in ‘apoptosis’ (*Atf4*, *Ddit3*, *Fis1*, *Gadd45a*, *Gorab*, *Ip6k2*, *Mdm4*, *Rassf1* and *Tex261*) and apoptosis-related events, including ‘mitophagy’ (*Fis1*, *Mtcl1* and *Zdhhc4*) (Fig. 2C), providing further support that UPF2 promotes cell survival. 

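Of the 9 genes named for apoptosis, all had a log2 fold change above 0 and 3 were called by edgeR over all genes: *Ddit3*, *Gorab* and *Tex261*. By voom 6 were called, these 3 and *Atf4*, *Mdm4* and *Rassf1*. *Tex261* rose by 0.43 on the log2 scale (standard error 0.08, adjusted p = 0.0362 from edgeR), from 163 ± 22.6 CPM (SD, n = 11) to 221 ± 11.1 CPM (SD, n = 8). *Atf4*, the transcription factor of the integrated stress response that activates *Ddit3*, had 265 ± 27.2 CPM (SD, n = 8) against 196 ± 35.2 CPM (SD, n = 11), a log2 fold change of 0.43 (adjusted p = 0.111 from edgeR and 0.0146 from DESeq2), and was above the control median in 8 of 8 *Upf2*-null embryos. *Ip6k2*, an inositol kinase that promotes apoptosis, had a log2 fold change of 0.55. Of the genes named for mitophagy, *Mtcl1* had 1.21 and *Zdhhc4* had 0.57, neither called by edgeR and both with an unadjusted p under 0.05. DESeq2 called every gene of both groups, and voom called *Zdhhc4* of the latter. The wider lists related to apoptosis did not pass camera's test, and no wider list of mitophagy genes was tested. Of 28 measured pro-apoptotic genes, 14 had a log2 fold change above 0 and 14 below (camera p = 0.820). Of 27 measured p53 targets, 16 were above 0 and 11 below (p = 0.386), and of 11 anti-apoptotic genes 5 and 6 (p = 0.620). No member of these 3 lists was called by edgeR over all genes. At an unadjusted p under 0.05 from edgeR, 2 p53 targets were higher and 1 lower, and 1 pro-apoptotic gene was lower. DESeq2 called 2 p53 targets higher and voom 1, and 2 were higher when adjusted over the list alone. Of 32 genes of the integrated stress response, 20 were above 0 and 12 below (camera adjusted p = 0.0913). *Ddit3* was called over all genes, and adjusted over the list alone 4 were higher and 3 lower.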

In total, three of the five most highly enriched Gene Ontology (GO) categories involve either cell proliferation or apoptosis.

### Identification of NMD target mRNAs in the mouse blastocyst

The NMD pathway is thought to regulate biological and developmental systems by degrading specific mRNAs (Han et al., 2018; Lou et al., 2014; Lykke-Andersen and Jensen, 2015). Thus, it is crucial to define NMD target mRNAs. Although many high-confidence NMD target mRNAs have been identified in immortalized cell lines (Huang et al., 2011; Karam et al., 2015; Lou et al., 2014; Lykke-Andersen et al., 2014; Schmidt et al., 2015; Tani et al., 2012; Wang et al., 2011; Yepiskoposyan et al., 2011), few have been identified in normal cells. A further issue is that the repertoire of NMD target mRNAs may differ between biological contexts (Huang et al., 2011), necessitating identification of NMD targets in the specific cell type of interest*.*

To identify high-confidence NMD target mRNAs in blastocysts, we integrated three complementary approaches. First, we defined NMD-destabilized mRNAs by inferring RNA stability rate from steady-state RNA data. In this approach, intronic and exonic reads serve as a proxy for pre- and spliced mRNAs, respectively, allowing for the inference of transcription and RNA decay rates (Alkallas et al., 2017). Comparing these values in *Upf2-*null versus control embryos, we calculated a differential stability score (DSS) that reflected the difference in RNA stability as a result of *Upf2* loss. We identified 673 genes encoding mRNAs stabilized in *Upf2-*null embryos (DSS>0.1) (Fig. S2C; Table S2). Sixteen of these were also significantly upregulated at the steady-state level. mRNAs both upregulated and stabilized were enriched for elevated stability scores (Fig. S2C; Table S2). Although the proportion of stabilized mRNAs also upregulated at steady-state is modest, this is in alignment with a previous study showing that many mRNAs stabilized in NMD-deficient cells are not upregulated at steady state, likely due to transcriptional feedback mechanisms (Tani et al., 2012).

As a second approach to identify bona fide NMD target mRNAs, we screened mRNAs upregulated upon *Upf2* loss for features known to elicit NMD. The NMD-inducing feature that most consistently triggers NMD is an exon-exon junction downstream of the stop codon (dEJ) defining the main open reading frame (ORF) (Lykke-Andersen and Jensen, 2015). RNAs both upregulated and stabilized in *Upf2*-null blastocysts were enriched for dEJs (40% of upregulated and stabilized RNAs versus 17% of all RNAs) (Fig. S2D; Table S2), suggesting that the dEJ elicits the decay of many NMD targets in the blastocyst. mRNAs classified as either stabilized or upregulated, but not both, had intermediate dEJ enrichment (Fig. S2D; Table S2). 

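Among the genes higher in *Upf2*-null blastocysts by edgeR, 21 had an annotated transcript with both a 5′ and a 3′ UTR, and 7 of these (33.3%) had a transcript with an exon junction after the stop codon. They were *Tmem222*, *Exog*, *Ercc8*, *Commd8*, *Zfp811*, *Gorab* and *Txnl4b*. Of the other 14083 tested genes with both UTRs, 26.2% had such a transcript, a difference that did not pass the test (odds ratio 1.41, 95% confidence interval 0.48 to 3.73, two-sided Fisher's exact test p = 0.460). Among the genes higher by DESeq2, 31 of 77 (40.3%) had such a junction against 26.1% of the other genes (odds ratio 1.90, 95% confidence interval 1.17 to 3.07, Fisher's exact test p = 0.00874). Among those lower by DESeq2 it was 16.9% (p = 0.0912). The 9 higher genes without both UTRs, such as *Snhg5* and the pseudogenes, were left out. Junctions were taken from GENCODE M21, and a gene counted as positive if any transcript was, as in the study. The stability scores that the study combines with these calls were not analysed here, so these shares are of all higher genes, stabilized or not.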

Another feature that elicits NMD in some contexts is a long 3′ untranslated region (UTR) (Lykke-Andersen and Jensen, 2015). In support of the importance of this NMD-inducing feature, mRNAs encoded by *Upf2*-null blastocyst-upregulated genes had an average 3′ UTR length almost twice as long as mRNAs in general (Fig. S2E; Table S2). However, this was not the case for genes encoding mRNAs stabilized or both stabilized and upregulated in *Upf2-*null blastocysts (Fig. S2E; Table S2). This raises the possibility that 3′ UTR length is not a crucial determinant in eliciting NMD in blastocysts or that its role is complex, potentially involving mechanisms in addition to NMD.

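The 21 genes higher by edgeR had a mean 3′ UTR length of 1543 ± 1296 nt (SD, n = 21 genes), and the other 14083 tested genes 1218 ± 1555 nt. The difference did not pass a two-sided permutation test (p = 0.194). 2410131K14Rik and *Atg12* had the longest, at 4910 and 4306 nt, and *Ddit3* the shortest, at 197 nt. The median was 1105 nt against 871 nt. By DESeq2 the mean of 77 higher genes was 2716 nt against 1210 nt (permutation p = 0.00366). That difference rested on *D10Wsu102e*, whose annotated 3′ UTR is 122583 nt. Without this gene, an alternative chosen after seeing the data, the mean was 1139 nt (p = 0.598).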

Our final approach to identify bona fide NMD target mRNAs in blastocysts was to cross-reference with mouse mRNAs previously implicated as NMD targets. To achieve this, we established a list of putative and high-confidence mouse NMD target mRNAs defined in various biological contexts in the literature (Bao et al., 2015; Hurt et al., 2013; Mao et al., 2015; McIlwain et al., 2010; Mooney et al., 2017; Thoren et al., 2010; Weischenfeldt et al., 2012). Comparison with this list revealed a 35% overlap with genes upregulated in *Upf2-*null blastocysts, and 30% overlap with NMD-destabilized mRNAs (Table S2). This incomplete overlap is expected and does not negate the validity of the other putative NMD targets identified, as NMD target mRNAs are known to vary across cell types, in different biological contexts, and to respond to different NMD branch-specific factors (Fatscher et al., 2015; Huang and Wilkinson, 2012; Huang et al., 2011; Zetoune et al., 2008).

We integrated these three analyses to generate a list of 59 high-confidence NMD target mRNAs in the blastocyst (Fig. 3A; Table S2). To be on this list, the mRNA must be encoded by a gene upregulated in *Upf2-*null embryos and meet at least one of the following criteria: (1) be stabilized in *Upf2-*null embryos, (2) encode a transcript with a dEJ or (3) have been implicated as a NMD target in a previous published study, as defined above.

**Fig. 3.**
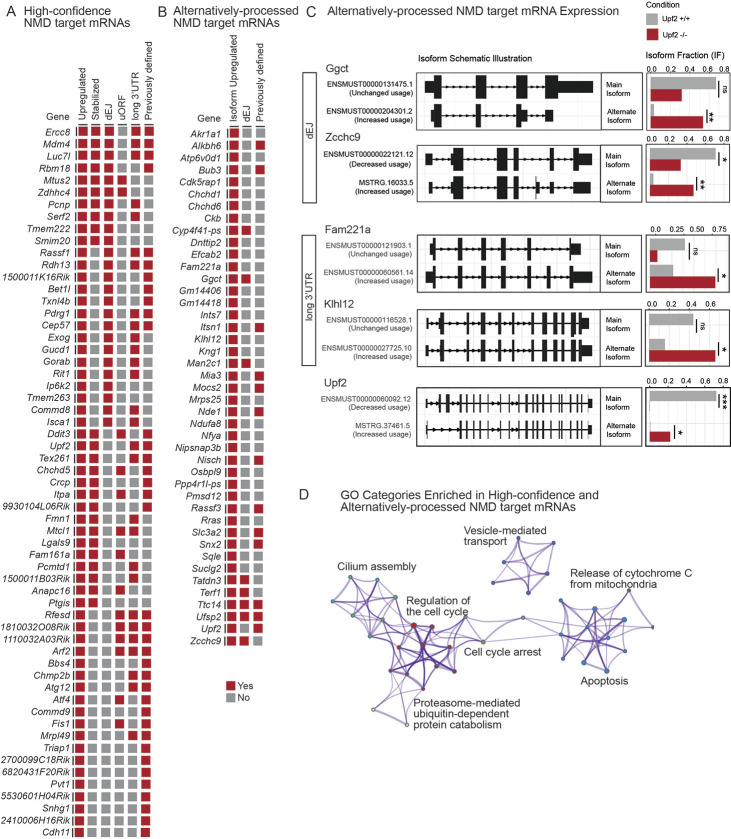
**Identification of high-confidence and alternatively-processed NMD target mRNAs in the mouse blastocyst.** (A,B) High-confidence (A) and alternatively-processed NMD targets (B), as defined in the text. Upregulated: mRNAs increased at the steady-state level in *Upf2-*null blastocysts. Stabilized: mRNAs for which turnover is decreased in *Upf2-*null blastocysts (Alkallas et al., 2017). Isoform upregulated: genes encoding at least one mRNA isoform significantly upregulated in *Upf2*-null blastocysts. dEJ, uORF and long 3′ UTR: NMD-inducing features. Previously defined: putative NMD target mRNAs defined in earlier studies (Table S2). (C) Isoform switch plots of selected genes, indicating the predominant and alternate isoform expressed in *Upf2*-null and control blastocysts. Bar graphs indicate the isoform fraction. Adjusted *P*-value (*Q*): ***Q<0.001; **Q<0.01; *Q<0.05; ns, not statistically significant (Bonferroni-adjusted *t*-test). (D) GO categories enriched in high-confidence and alternatively-processed NMD target mRNAs.

### Alternatively-processed NMD target mRNAs in the mouse blastocyst

Alternative processing of mRNAs commonly leads to production of isoforms targeted for decay by NMD (da Costa et al., 2017; Ge and Porse, 2014; Nasif et al., 2018). The most well-studied isoform-specific NMD targets are those produced by alternative splicing, which often shifts the reading frame, thereby generating a PTC (Ge and Porse, 2014; Lareau et al., 2007). It has been estimated that up to 30% of genes have alternatively-processed transcripts regulated by NMD (Lewis et al., 2003).

To identify alternatively-processed transcripts degraded by NMD, we used an established pipeline that detects isoform switches sensitive to NMD (Vitting-Seerup and Sandelin, 2017). We identified 66 genes encoding 84 mRNA isoforms undergoing a significant alteration in expression in *Upf2*-null versus control blastocysts (*Q*<0.1) (Fig. 3C; Fig. S3; Table S2). Among these is the *Upf2* gene itself, which loses two exons in *Upf2*-null blastocysts, explaining why an alternatively-processed isoform lacking these exons is upregulated (Fig. 3C). 

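Over the whole gene, the genes drawn in Fig. 3C other than *Upf2* were not called between *Upf2*-null and control blastocysts by edgeR, DESeq2 or voom, and *Zcchc9* alone had an unadjusted p under 0.05 from edgeR. *Zcchc9*, a zinc finger gene, had 99.5 ± 11.9 CPM (SD, n = 8) in *Upf2*-null embryos and 79.5 ± 16.9 CPM (SD, n = 11) in controls, a log2 fold change of 0.32 (adjusted p = 0.293 from edgeR). *Fam221a* had a log2 fold change of −0.66, *Ggct*, γ-glutamylcyclotransferase, 0.34 and *Klhl12*, an adaptor of cullin 3, −0.17. The merged transcript models, on mm10, hold both isoforms drawn for each of these 4 genes, matched by identifier. The assembled *Zcchc9* isoform has an exon of 46 nt, on chromosome 13 from 91799320 to 91799365, that the annotated isoform lacks. *Fam221a* differs by an exon of 83 nt on chromosome 6 from 49385373 to 49385455. The shorter *Ggct* isoform, of 431 nt, is annotated as a target of NMD, and the other has 3960 nt. The models, 214410 in all, of which 91409 were assembled from the reads, carry no value per embryo, so the isoform fractions of the study were not recomputed here.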

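The annotated *Upf2* transcript has 22 exons and 5174 nt. Exon 2, of 380 nt, lies on chromosome 2 of mm10 from 5957471 to 5957850, and exon 3, of 780 nt, from 5960933 to 5961712. The merged models from the 19 embryos hold 8 transcripts at the locus. Of the 5 assembled from the reads, 4 start at exon 1 and skip exons 2 and 3, and they are 3987 to 4169 nt long. Together exons 2 and 3 hold 1160 nt. Over the whole gene *Upf2* was above the control median in 8 of 8 *Upf2*-null embryos. The log2 fold change was 0.66 (standard error 0.18), which did not pass edgeR's threshold (adjusted p = 0.185) and did pass DESeq2's (0.0416). On log2 CPM the difference was 0.67 (exact permutation test, p = 0.00193). The identifier that Fig. 3C gives for the isoform without the exons is not used here, since no model carries it.

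**Figure D2:**
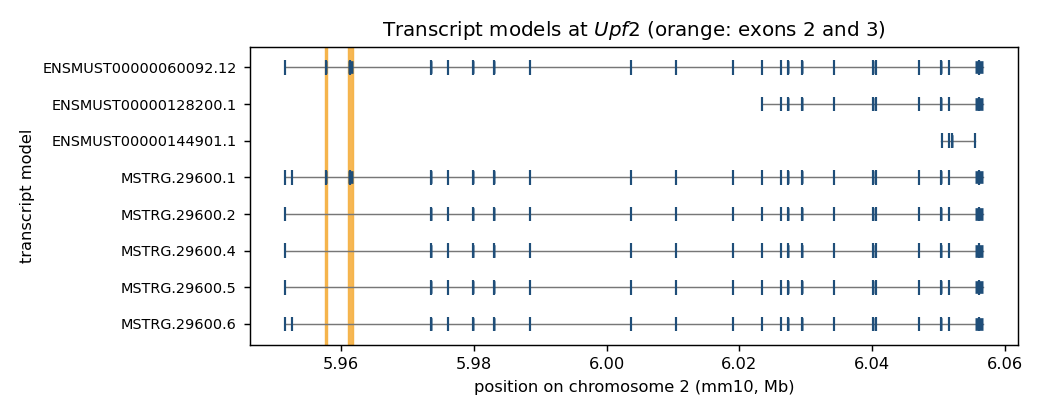
Transcript models at *Upf2* on chromosome 2 (mm10, in Mb), a row for each of the 8 models; blue blocks are exons, each with a line at its centre so that short exons can be seen, grey lines introns, and the orange bands mark exons 2 and 3. Of the 5 assembled models, whose names begin with MSTRG, 4 have no block at the orange bands.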

Because NMD target RNAs are upregulated after loss of an NMD factor, we focused our analysis on the 48 alternatively-processed isoforms (from 44 genes) upregulated in *Upf2*-null blastocysts (Fig. 3B; Table S2). None of these were identified in our steady-state analysis, underscoring the necessity of transcript-level analysis to identify regulated isoforms. Nine of the alternatively-processed isoforms (from eight genes) had a dEJ, identifying them as high-confidence NMD targets (Fig. 3B; Fig. S3). All nine of these dEJ-containing isoforms were upregulated by at least 2-fold in *Upf2*-null blastocysts (Fig. 3C; Fig. S3; Table S2). Four upregulated alternatively-processed isoforms had a significantly longer 3′ UTR than the major isoform(s) (Fig. 3C; Fig. S3; Table S2), and thus may be targeted for decay by this NMD-inducing feature (Lykke-Andersen and Jensen, 2015). Finally, 14 of the 48 upregulated alternatively-processed RNAs overlapped with genes previously implicated as NMD targets (Table S2).

In total, this analysis identified 22 high-confidence alternatively-processed NMD target mRNAs (from 19 genes), based on their being upregulated in *Upf2-*null blastocysts and having either a known NMD-inducing feature or corresponding to a previously identified target (Fig. 3B; Table S2). Most of the proteins predicted to be encoded by these alternatively-processed NMD target RNAs differ from the protein encoded by the most abundant mRNA isoform in wild-type blastocysts (Table S2).

### High-confidence NMD target mRNAs in the mouse blastocyst encode proteins promoting apoptosis and cell cycle progression

Together with the 22 high-confidence alternatively-processed NMD target mRNAs defined above, our analyses in total identified 78 genes encoding high-confidence NMD target mRNAs in the mouse blastocyst (Fig. 3; Fig. S2; Table S2). We evaluated this combined list of high-confidence NMD target mRNAs for enriched cellular processes. Four of the top six most highly enriched GO categories involve apoptosis or cell cycle progression (Fig. 3D), consistent with our above analyses of *Upf2*-regulated genes (Fig. 2A,C). The apoptosis-related categories include ‘positive regulation of apoptosis’, ‘intrinsic apoptotic signaling pathway’ and ‘release of cytochrome c from mitochondria’, the latter of which is widely recognized as a common step in response to multiple apoptotic stimuli (Garrido et al., 2006) (Fig. 3D). With respect to cell cycle regulation, enriched categories included ‘negative regulation of cell cycle’, ‘mitotic metaphase and anaphase’ and ‘chromosome localization’. These data further implicate NMD in influencing cell viability and proliferation in the early embryo.

### Upf2 is essential for the survival and progression of pluripotent cells

The striking enrichment for genes involved in apoptosis and cell cycle regulation among NMD targets raised the possibility that loss of UPF2 causes embryonic lethality due to decreased proliferation and/or increased apoptotic cell death. To assess this, we performed an *in vitro* outgrowth assay, which assesses the initial stages of ICM proliferation and developmental progression, and measures the ability of TE to attach and initiate endometrial invasion (Armant et al., 1986). We graded ICM outgrowth (blinded to genotype) using the following standard numerical scale: 1, many cells forming a densely-packed epithelium; 2, many cells forming a loosely-packed epithelium; 3, few cells forming a loosely-packed epithelium; 4, no identifiable ICM (Gardner et al., 2000). Control ICMs had average scores of 2.0 (Upf2^+/+^) and 2.3 (Upf2^+/−^), whereas all *Upf2-*null ICMs had the lowest score – 4 – at both 72 and 96 h (Fig. 4A,C). This suggested that loss of *Upf2* prevents cell proliferation and/or progression, leading to rapid death of the ICM. In marked contrast to the complete blockade in ICM outgrowth, TE outgrowth was not detectably affected by *Upf2* loss. *Upf2*-null TE cells attached, differentiated into giant cells and expanded in a manner indistinguishable from controls (Fig. 4B,C). Indeed, the only cells remaining in *Upf2*-null blastocyst outgrowth cultures after both 72 and 96 h were sheets of trophoblast cells. We conclude that *Upf2* is required for the progression and survival of ICM cells, but is dispensable for the TE during peri-implantation development *in vitro.*

**Fig. 4.**
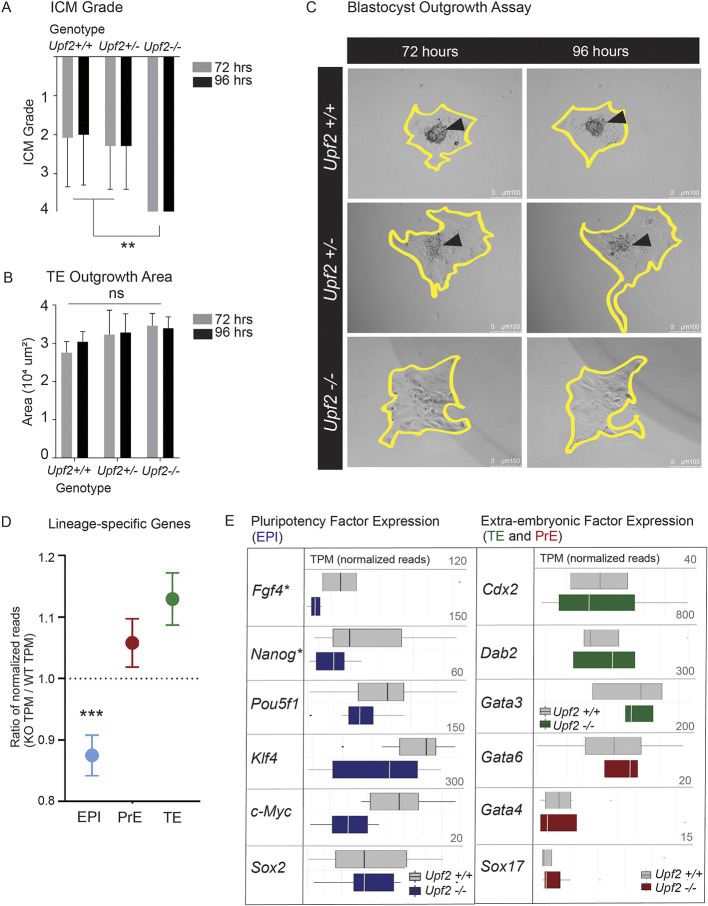
**Loss of *Upf2* is incompatible with ICM survival and leads to a reduction in pluripotent and epiblast-specific gene expression in the blastocyst.** (A) ICM grade after 72 and 96 h of outgrowth. The average grades for *Upf2^+/+^*, *Upf2^+/−^* and *Upf2^−/−^* ICMs were 2.1, 2.3 and 4.0 at 72 h, and 2.0, 2.3 and 4.0 at 96 h (**P<0.01; two-tailed Student's *t*-test). All *Upf2*-null embryos received an ICM grade of 4 (*n*=32). (B) TE outgrowth area (μm^2^) 72 and 96 h post-plating. Average expansion area is not significantly different for *Upf2*-null embryos and controls (72 h: *Upf2^+/+^*=27,556±2960; *Upf2^+/−^*=32,242±5919; *Upf2^−/−^*=34,596±2759; 96 h: *Upf2^+/+^*=30,373±2634; *Upf2^+/−^*=32,794±4551; *Upf2^−/−^*=33,952±2569) (*n*=32). (C) Representative brightfield images of blastocyst outgrowths at 72 and 96 h. TE expansion area is outlined in yellow. ICM is indicated by arrowheads. The ICM is clearly visible in *Upf2^+/+^* and *Upf2^+/−^* controls but absent in *Upf2^−/−^* embryos. (D) The mean ratio of normalized reads in *Upf2*-null relative to control blastocysts is plotted for epiblast (EPI)- (***P<0.0001, *n*=50 genes), PrE- (*P*=0.606, *n*=77 genes) (Ohnishi et al., 2013) or TE- (*P*=0.078, *n*=128 genes) specific genes (Blakeley et al., 2015). A ratio of less than one indicates lower expression in *Upf2*-null embryos. (E) The core epiblast factors *Fgf4* and *Nanog*, as well as the ‘Yamanaka factors’, *Pou5f1*, *Klf4*, *c-Myc* and *Sox2*, are downregulated in *Upf2*-null blastocysts (blue). Extra-embryonic markers in the TE (*Cdx2*, *Dab2*, *Gata3*; green) and PrE (*Gata6*, *Gata4*, *Sox17*; red) were unchanged. (*Q<0.1; Bonferroni-adjusted *t*-test). Data are mean±s.e.m. in A,B,D. In E, box plots show median values (middle bars) and interquartile ranges (boxes); whiskers indicate the maximum to minimum ranges.

To further investigate this ICM-specific defect, we turned to our sequencing data to examine the expression of lineage-specific genes. 

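Of 28 measured epiblast and pluripotency markers, from a list written before the data were examined, 22 had a log2 fold change below 0 in *Upf2*-null blastocysts and 6 above. None was called by edgeR over all genes or by voom. DESeq2 called 3 lower, and at an unadjusted p under 0.05 from edgeR 4 were lower and 1 higher. Adjusted over the list alone, *Nanog*, *Fgf4* and *Utf1*, a chromatin-associated pluripotency factor, were lower and *Nodal* was higher. *Utf1* had a log2 fold change of −0.57 and *Klf2* of −0.74. *Nodal* was scarce in both groups, at 0.70 and 0.02 CPM. As a set the list was lower than other genes by camera (median log2 fold change −0.33, p = 0.00628, adjusted p = 0.0241 over 23 lists; adjusted p = 0.436 with an estimated correlation). The study names 5 of the 28 from these libraries. Without them, a setting chosen after seeing the data, the median was −0.11 and the camera p was 0.0551.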

We found that pluripotency marker genes were significantly downregulated (as a group) in *Upf2*-null blastocysts (Fig. 2B). As pluripotency genes are primarily expressed by epiblast cells, this raised the possibility of an epiblast-specific defect. To test this, we examined markers known to exhibit enriched expression in mouse epiblast, PrE or TE cells (Blakeley et al., 2015; Ohnishi et al., 2013). This analysis revealed that *Upf2-*null blastocysts expressed significantly lower levels of epiblast-specific genes compared with control embryos (*P*<0.0001; Fig. 4D,E). Among these were *Nanog*, *Fgf4*, *Pou5f1* (*Oct4*), *Sox2*, *Klf4* and *c-Myc* (*Myc*) (Chazaud and Yamanaka, 2016; Liu et al., 2008) (Fig. 4E). 

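Each embryo was given a score for the epiblast list, the mean of its genes' centred log2 CPM. *Upf2*-null blastocysts scored −0.16 ± 0.31 (SD, n = 8) and controls 0.12 ± 0.42 (SD, n = 11), a difference of −0.27 that did not exceed the spread between embryos (two-sided exact permutation test, p = 0.157, adjusted p = 0.361 over 23 lists). All 8 *Upf2*-null embryos lay below the control mean. Single embryos moved the size of this difference both ways, and its sign stayed the same. It ran from −0.39 to −0.18 when each of the 19 embryos was left out in turn. Control embryo 5 scored −1.05, and without it the difference was −0.39 (exact permutation test, p = 0.00197, adjusted p = 0.0226). *Upf2*-null embryo 2 scored −0.84, and without it the difference was −0.18 (exact permutation test, p = 0.356). Each of these tests keeps the other low embryo. The difference without both was not tested. Control embryo 5 also had the fewest detected genes and the lowest quality weight in voom, 0.32, and *Upf2*-null embryo 2 the next lowest weight, 0.48, the fewest detected genes of the *Upf2*-null embryos and the lowest mitochondrial share of counts, 0.116%. The study's measure is a ratio of expression per gene, *Upf2*-null over control. Over 29 epiblast markers the mean ratio was 1.93 with a standard error of 1.04, because *Nodal*, near 0 in controls, had a ratio of 31.0. The median ratio was 0.87, and 22 of 29 genes were below 1. With 1 added to each mean, the mean ratio over 30 genes was 0.90 with a standard error of 0.06. The mean log2 ratio over the 24 genes whose ratio is defined for every arrangement of the genotypes was −0.30 (exact permutation test, p = 0.0584). Over 30 genes it was −0.24 with 1 added to each mean (exact permutation test, p = 0.0303) and −0.23 with 0.1 added (exact permutation test, p = 0.127).

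**Figure D3:**
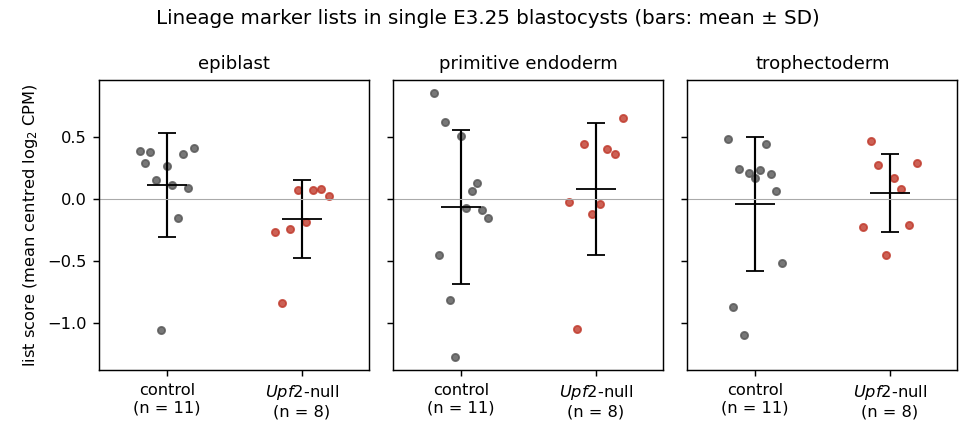
List score (mean centred log2 CPM) of the epiblast, primitive endoderm and trophectoderm markers in each control (grey, n = 11) and *Upf2*-null (red, n = 8) blastocyst; each point is an embryo, and the bars give the mean and SD. The lowest control in the epiblast panel, at −1.05, is control embryo 5.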

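Of the 6 factors, 5 had a log2 fold change below 0 and *Sox2* had 0.09. None was called by edgeR or voom, 2 were lower by DESeq2, and 3 had an unadjusted p under 0.05 from edgeR. The values of *Nanog* and *Fgf4* separated the genotypes most. *Pou5f1*, which encodes OCT4, had 80.0 ± 41.5 CPM (SD, n = 8) in *Upf2*-null blastocysts and 111 ± 27.3 CPM (SD, n = 11) in controls, a log2 fold change of −0.47 (standard error 0.28, adjusted p = 0.558 from edgeR and 0.657 from DESeq2). *Klf4* had a log2 fold change of −0.55 (standard error 0.53) and *Myc* of −0.88 (standard error 0.36, adjusted p = 0.293 from edgeR and 0.295 from DESeq2). *Sox2*, at 9.96 ± 6.50 CPM (SD, n = 8) against 9.33 ± 7.09 CPM (SD, n = 11), did not differ detectably (adjusted p = 0.990 from edgeR). *Myc* and *Klf4* were above the control median in 1 of 8 *Upf2*-null embryos, *Pou5f1* in 2 and *Sox2* in 4. The *Klf4* value of *Upf2*-null embryo 2 stood far below those of the other *Upf2*-null embryos.

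**Figure D4:**
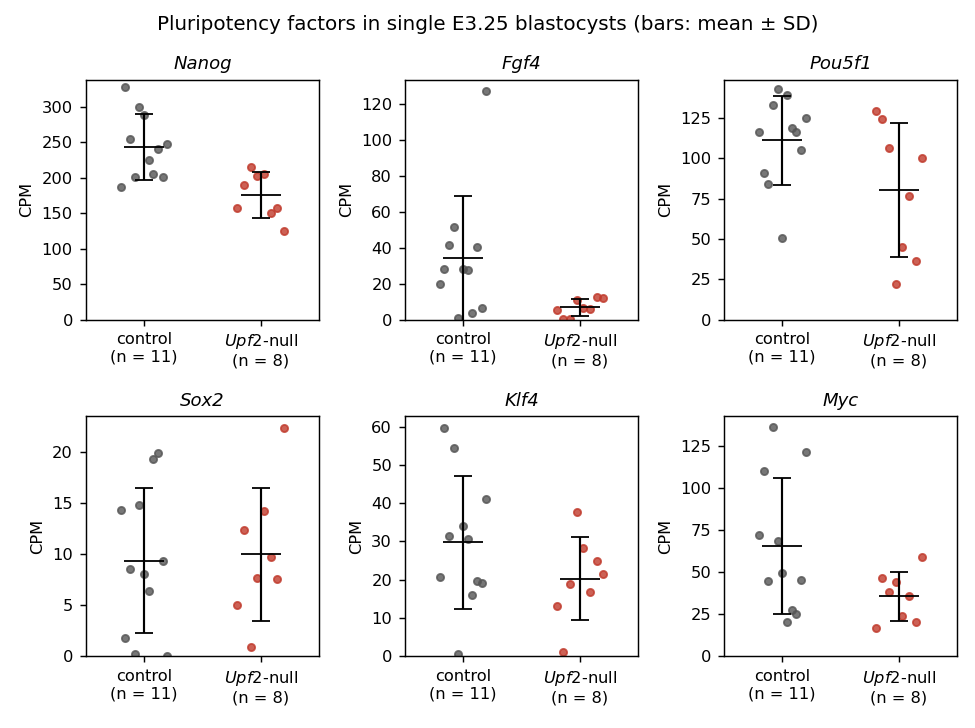
CPM (linear axis from 0) of 6 pluripotency factors in each control (grey, n = 11) and *Upf2*-null (red, n = 8) blastocyst; each point is an embryo, and the bars give the mean and SD. *Pou5f1* averages 80.0 CPM in *Upf2*-null embryos and 111 CPM in controls, and *Sox2* averages 9.96 and 9.33 CPM.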

In support of an epiblast-specific defect, TE-specific (*P*=0.07) and PrE-specific (*P*=0.61) genes were not significantly altered in *Upf2*-null blastocysts (Fig. 4D,E).

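Neither of the other lineage lists passed a test. Of 28 measured trophectoderm markers, 21 had a log2 fold change above 0 and 7 below, and of 24 primitive endoderm markers 15 and 9; no member of either was called by edgeR over all genes or over the list alone, by DESeq2 or by voom. At an unadjusted p under 0.05 from edgeR, 1 trophectoderm marker was higher and 2 were lower, and 0 primitive endoderm markers passed. The camera p was 0.304 for trophectoderm and 0.495 for primitive endoderm. The trophectoderm score differed by 0.09 (exact permutation test, p = 0.691) and the primitive endoderm score by 0.14 (p = 0.615, same exact test). Leaving embryos out moved both. Control embryos 2 and 4 had the lowest trophectoderm scores, at −0.87 and −1.10. Without them the differences were −0.12 (exact permutation test, p = 0.422) for trophectoderm and 0.015 (exact permutation test, p = 0.956) for primitive endoderm. Without control embryo 5 they were 0.11 (exact permutation test, p = 0.620) and 0.020 (exact permutation test, p = 0.939). Without *Upf2*-null embryo 2 they were 0.029 (exact permutation test, p = 0.910) and 0.30 (exact permutation test, p = 0.250). The mean ratio of expression was 1.12 with a standard error of 0.08 over 28 trophectoderm genes, and 1.24 with a standard error of 0.14 over 25 primitive endoderm genes. *Gata3*, a transcription factor of trophectoderm, had 231 ± 31.1 CPM (SD, n = 8) against 215 ± 76.4 CPM (SD, n = 11), and *Cdx2* 18.7 ± 13.2 against 18.3 ± 10.4 CPM. *Gata6*, of primitive endoderm, had 144 ± 31.2 against 136 ± 36.4 CPM. *Dab2* had a log2 fold change of 0.01, and *Gata4* and *Sox17*, at under 4 CPM on average, of −0.35 and −0.37 with standard errors of 1.17 and 1.23. A lineage-specific change was tested by comparing the lists within each embryo. The epiblast score minus the trophectoderm score differed between the genotypes by −0.36 (exact permutation test, p = 0.264), and minus the primitive endoderm score by −0.42 (exact permutation test, p = 0.0383, adjusted p = 0.0766 over the 2 comparisons). Neither passed after adjustment. Without control embryos 2 and 4 these differences were −0.13 (exact permutation test, p = 0.653) and −0.265 (exact permutation test, p = 0.117), and without *Upf2*-null embryo 2 they were −0.21 (exact permutation test, p = 0.512) and −0.48, the latter passing (exact permutation test, p = 0.0207, adjusted p = 0.0415). With its own lists, the paper found epiblast-specific genes lower. It gives the unaltered trophectoderm-specific and primitive endoderm-specific genes as support for an epiblast-specific defect. The paper does not rest that defect on marker RNA alone. It also reports fewer NANOG-positive cells without a significant change in CDX2-positive or GATA6-positive cells. Inner cell mass outgrowth failed while trophectoderm outgrowth did not, and no stable stem cell lines formed under conventional conditions. From its data the paper concludes that epiblast cells in particular need NMD. Those experiments were not analysed here.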

Decreased expression of epiblast-specific genes could either result from a reduced number of epiblast cells or a reduction in expression of epiblast-specific genes. To distinguish between these possibilities, we stained blastocysts for the well-established markers NANOG (epiblast), GATA6 (PrE) and CDX2 (TE) (Wallingford et al., 2013), and quantified the staining by automated nuclear counting. This revealed a significantly lower number of NANOG-positive cells in *Upf2*-null blastocysts compared with littermate controls (*P*=0.02; Fig. 5; Fig. S4A). This effect was specific, as we did not observe a significant difference in the number of CDX2-positive (*P*=0.43) or GATA6-positive cells (*P*=0.33) (Fig. 5; Fig. S4). These findings likely do not represent a delay in the overall developmental stage of *Upf2*-null blastocysts given the total number of cells (*P*=0.39; Fig. 5B), total ICM cells (*P*=0.36; Fig. S4B) and the ICM/TE cell ratio (measure of blastocyst maturation/expansion) (*P*=0.48; Fig. S4C) were not significantly different.

**Fig. 5.**
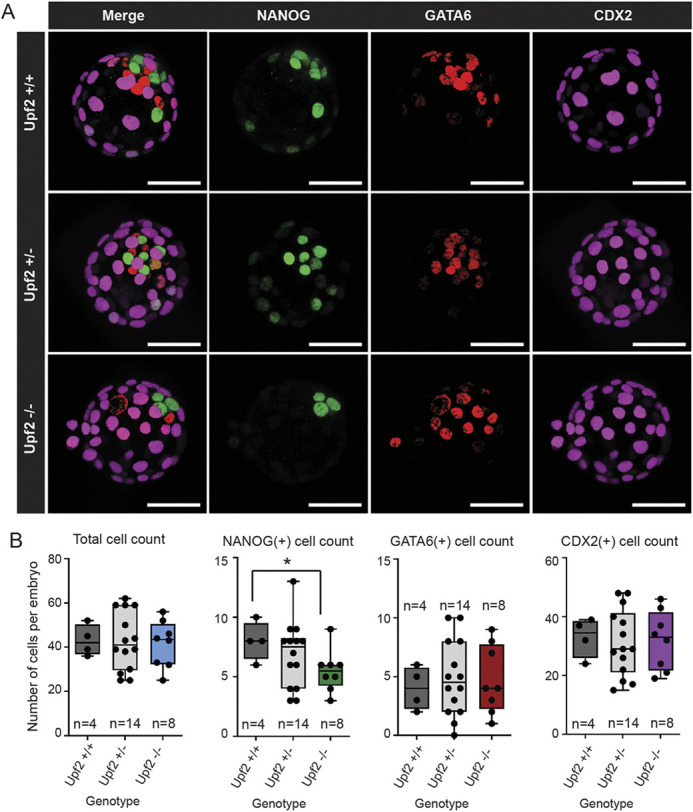
***Upf2-*null blastocysts contain fewer epiblast cells.** (A) Three-dimensional reconstructed volume images of *Upf2*-null and littermate control blastocysts, stained for NANOG (epiblast), GATA6 (PE) and CDX2 (TE). (B) Box and whisker plots of total cell counts per blastocyst. Total NANOG-positive cells per embryo was significantly lower in *Upf2*-null blastocysts relative to wild-type controls (*Upf2*^+/+^ versus *Upf2*^−/−^, *P=0.02, two-tailed Student's *t*-test). The number of GATA6-positive (*P*=0.33), CDX2-positive cells (*P*=0.43) and total cell number (DAPI-positive) (*P*=0.39) was unchanged. *n*=24 total blastocysts (*n*=8 *Upf2^−/−^*, *n*=14 *Upf2^+/−^*, *n*=4 Upf2^+/+^). Box plots show median values (middle bars) and interquartile ranges (boxes); whiskers indicate the maximum to minimum ranges; dots indicate individual data points. Scale bars: 50 μm.

To further assess this epiblast defect, we first attempted a number of approaches to directly assay the nature of the epiblast progression defect, including TUNEL analysis and immunofluorescence analysis of active caspase 3 expression in NANOG-positive cells during *in vitro* outgrowth. However, the very low number of NANOG-positive cells in *Upf2-*null blastocysts and their rapid depletion upon initiation of outgrowth prohibited making accurate quantitative comparisons. As an alternative, we asked whether *Upf2*-null blastocysts can generate embryonic stem cells (ESCs). In support of an epiblast defect, we were not able to derive stable *Upf2*-null ESC lines using conventional derivation conditions with serum and LIF-containing media (Bryja et al., 2006). Thus, despite *Upf2*-null blastocysts being present at the initiation of culture at a normal Mendelian ratio (Fig. 1E), only one *Upf2*-null blastocyst initiated growth (out of 28 lines from all genotypes), and it died with the first passage (Fig. S5A,B). In contrast, ESC lines were generated from littermate control blastocysts at a normal Mendelian ratio (Fig. S5A,B).

To probe the timing of the epiblast defect in *Upf2*-null blastocysts, we assessed whether these blastocysts could instead give rise to ESCs at a more naïve stage. It is well-established that naïve (or ‘ground state’) ESCs derived under 2-inhibitor (2i) (MEK inhibitor+GSK3 inhibitor) conditions (Czechanski et al., 2014) most closely resemble the early, unrestricted pre-implantation epiblast at E3.75-E4.5 (Boroviak and Nichols, 2014). In contrast, ‘primed ESCs’, which are derived under conventional conditions (with serum and LIF) instead represent post-implantation epiblast cells (E5.5-E6.5) about to enter gastrulation (Buecker et al., 2014; Hayashi et al., 2011). Using 2i-derivation conditions, we found that 12% (3 out of 25) of ESC lines generated from blastocysts obtained from *Upf2*-heterozygous matings were *Upf2*-null (Fig. S5A-C). Although 12% is less than the expected Mendelian ratio of 25%, our ability to derive several *Upf2*-null naïve ESCs indicates that UPF2 is not absolutely required for the naïve stage. Nonetheless, we found that *Upf2*-null naïve ESCs were abnormal, exhibiting slower cell expansion and increased apoptosis relative to littermate control lines grown in parallel (Fig. S5D,E). Together, these results – that UPF2 promotes the proliferation and survival of naïve ESCs and is essential for the progression and/or survival of ESCs cells to the primed state – further support that UPF2 has stage-specific roles in epiblast cells in the blastocyst.

### NMD magnitude is downregulated during peri-implantation development

One means by which NMD might influence developmental events is by undergoing a shift in magnitude, as this would, in turn, shift the stability of NMD target mRNAs and thereby alter the expression of their protein products. To investigate whether NMD magnitude is regulated during early embryo development, we examined the levels of well-established (‘classical’) NMD target mRNAs (Johnson et al., 2019) across peri-implantation development using a published single-cell RNA-seq dataset (Nowotschin et al., 2019). This revealed that these classical NMD target mRNAs are downregulated between E4.5 and E5.5 (Fig. 6A; Fig. S6A). To determine whether this regulation is cell-type specific, we segregated the data by lineage, revealing that NMD target mRNAs are most significantly downregulated in the epiblast (*P*=0.01) and not significantly regulated in the PrE and TE (*P*=0.13 and *P*=0.15, respectively) (Fig. 6A; Fig. S6A). This epiblast-specific shift in NMD target mRNAs at E5.5 appeared to be transient, as they were subsequently upregulated after E5.5 (Fig. 6A; *P*=0.04). We next examined the expression of the high-confidence NMD target mRNAs that we defined in blastocysts (Fig. 3). Just as we observed for the classical NMD targets, there was a significant downregulation of the high-confidence blastocyst NMD targets between E4.5 and E5.5 (Fig. 6B). In fact, almost 80% of these high-confidence NMD target RNAs were downregulated between E4.5 and E5.5 (Fig. S6B,C), demonstrating the pervasiveness of this regulation. The shift in high-confidence NMD target mRNAs occurred most notably in epiblast cells (Fig. 6B; Fig. S6C), just as observed for classical targets (Fig. 6A; Fig. S6A). The coordinated, stage- and lineage-specific downregulation of this large cohort of NMD target mRNAs is strong evidence for an upward shift in NMD magnitude between E4.5 and E5.5.

**Fig. 6.**
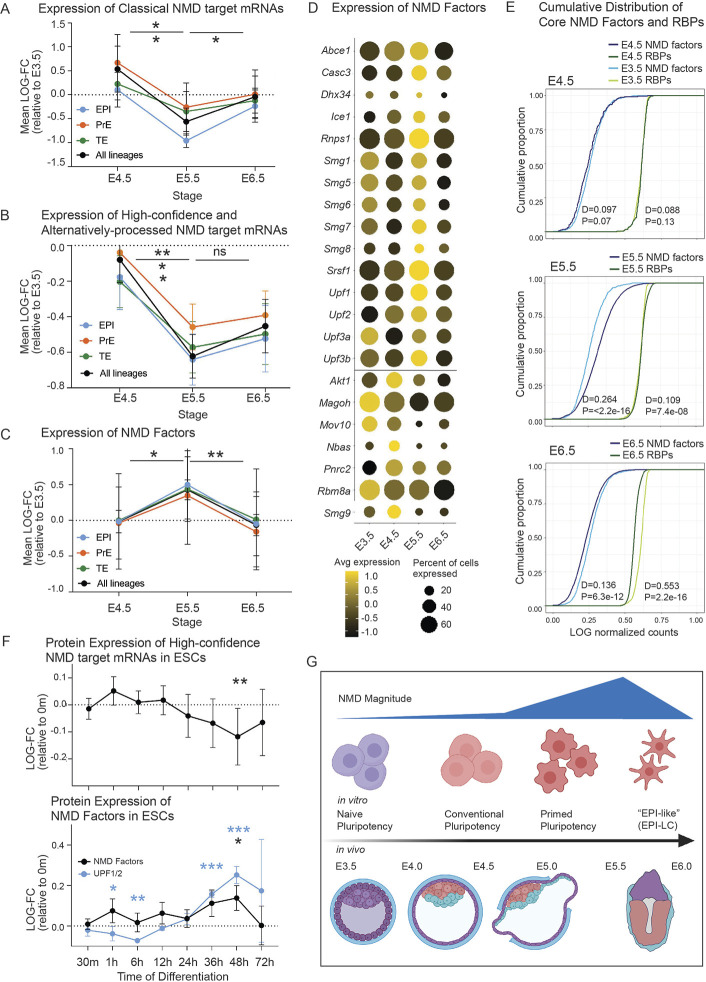
**NMD target mRNAs and NMD factors are concordantly regulated during peri-implantation development.** (A,B) The mean log (fold change) relative to E3.5 is plotted for (A) ‘classical’ NMD targets (Johnson et al., 2019) (*n*=6) and (B) high-confidence and alternatively-processed NMD targets (*n*=78), across peri-implantation development (Nowotschin et al., 2019). *P<0.05, **P<0.01; Student's *t*-test. (C) As in A and B, the mean log (fold change) relative to E3.5 is plotted for core NMD factors (*n*=11). *P<0.05, **P<0.01; Student's *t*-test. (D) Normalized expression of NMD factors, presented as a dot plot. Expression is graded by color and the proportion of cells expressing each gene at detectable levels is indicated by size. (E) Cumulative distribution of core NMD factor (*n*=11) and RBP (*n*=1066) expression, compared with E3.5. The Kolmogorov–Smirnov test was used to assess the difference between distributions via the Distance (D)-statistic. (F) Expression of NMD targets and factors at the protein level during differentiation of naïve mESCs (0 m) to form EpiLCs (∼72 h) (Yang et al., 2019). The log (fold change) of proteins encoded by high-confidence and alternatively-processed NMD targets (*n*=75) (top) and core NMD factors (*n*=14) (bottom) is plotted. NMD targets significantly decrease and NMD factors significantly increase after 48 h of differentiation, relative to 0 m (*P<0.05, **P<0.01, ***P<0.001; Student's *t*-test). Asterisk color corresponds to NMD factor group significantly affected. (G) Diagram of NMD magnitude during development *in vitro* and *in vivo.* NMD magnitude increases (NMD target expression decreases with a mirrored increase in NMD factors) during ESC priming *in vitro* and during implantation and epiblast expansion *in vivo.* Data are mean±s.e.m. in A-C,F.

One mechanism by which NMD magnitude could be upregulated is through upregulation of NMD factors. To test this, we examined the temporal expression pattern of the 22 NMD factor genes listed in Fig. 6D (Chan et al., 2009; Chang et al., 2007; Kishor et al., 2019; Kurosaki et al., 2019; Longman et al., 2013; Palma et al., 2021; Popp and Maquat, 2013; Schweingruber et al., 2013). This analysis revealed significantly increased expression of these 22 NMD factor genes (as a group) between E4.5 and E5.5 (Fig. 6C). More than half of these NMD factor genes were upregulated (Fig. 6D, upper), including the core NMD factor genes (*Upf1*, *Upf2*, *Upf3b*, *Smg1*, *Smg5*, *Smg6* and *Smg7*), all of which encode proteins that drive key events in NMD (Chang et al., 2007; Popp and Maquat, 2013). Following upregulation at E5.5, these NMD factors were significantly downregulated (as a group) between E5.5 and E6.5 in all three cell lineages (Fig. 6C). As an independent approach, we plotted the cumulative distribution of NMD factor gene expression. To account for global expression changes that might occur as a result of rapid proliferation, we normalized against the expression distribution of mRNAs encoding RNA-binding proteins (RBPs). This analysis verified the transient upregulation of NMD factors at E5.5 (Fig. 6E; Fig. S6D,E). Lineage-specific analysis revealed that, although all three cell lineages exhibited upregulation of NMD factors at E5.5, the regulation was again most prominent in the epiblast (Fig. S6D,E). Together, these data demonstrate a transient upregulation of NMD factor genes at E5.5 – precisely the stage at which NMD target mRNAs are downregulated (Fig. 6A,B; Fig. S6A-C). This inverse regulation is consistent with a model in which upregulation of one or more NMD factors is responsible for the downregulation of NMD activity at E5.5.

To independently assess this shift in NMD magnitude, we turned to an ESC proteomics dataset (Yang et al., 2019), with time points that model epiblast differentiation from the blastocyst to peri-implantation stages, the same temporal period exhibiting defects in *Upf2-*null embryos*.* In particular, the ESCs used by this study are naïve ESCs [which resemble pre-implantation (E3.75-E4.5) epiblast cells] (Boroviak and Nichols, 2014) that were cultured to form epiblast-like cells (EpiLCs) [which most closely resemble post-implantation pre-gastrulation (E5.5-E6.5) epiblast cells] (Buecker et al., 2014; Hayashi et al., 2011). We examined the expression of proteins encoded by the high-confidence NMD target RNAs we identified (Fig. 3), and found that their temporal expression mirrored their expression at the RNA level. Specifically, these proteins exhibited significantly reduced expression during the progression from naïve ESCs to EpiLCs (Fig. 6F, top). NMD factors, as a group, exhibited an inverse pattern, as predicted (Fig. 6F, bottom). The core NMD factors, UPF1 and UPF2, exhibited a particularly robust increase in expression, with significant increases at *in vitro* time points that corresponded to ∼E5.5 *in vivo* (36 and 48 h) (Fig. 6F, bottom). We conclude that NMD magnitude is increased in the early embryo at E5.5, leading to destabilization of many NMD target mRNAs and a corresponding decrease in the expression of their encoded proteins (Fig. 6G).

## DISCUSSION

Work from numerous laboratories has shown that loss or inactivation of any of a number of NMD factors causes early embryo lethality in eukaryotes, extending from flies to mice (Alonso and Akam, 2003; Anastasaki et al., 2011; Casadio et al., 2014; Hwang and Maquat, 2011; Li et al., 2015; Longman et al., 2007; Mao et al., 2015; McIlwain et al., 2010; Medghalchi et al., 2001; Metzstein and Krasnow, 2006; Shum et al., 2016; Silver et al., 2010; Weischenfeldt et al., 2008; Wittkopp et al., 2009). These data raise the possibility that NMD has one or more key roles in early development, but the underlying mechanism has remained largely unexplored. Using NMD-deficient *Upf2*-null mice, we show that loss of NMD leads to stage- and lineage-specific defects, with molecular and phenotypic defects occurring earlier than previously recognized. Consistent with the notion that NMD is not essential for all cells, loss of UPF2 and NMD did not measurably impair overall developmental progression to the blastocyst stage, nor did UPF2 loss detectably affect most cell types in the early embryo (Fig. 1; Fig. S1). Instead, our data indicate that NMD is specifically crucial for epiblast cells.

Why are epiblast cells preferentially sensitive to loss of NMD? One possibility stems from the fact that epiblast cells are highly proliferative. During peri-implantation development, epiblast cells undergo massive expansion, with cell numbers increasing from ∼5-10 cells at E3.5 to ∼600-700 cells at E6.5 (Chuva de Sousa Lopes, 2004; Lewis and Rossant, 1982; Power and Tam, 1993; Snow, 1977), and failure to adequately expand epiblast cells in the blastocyst predicts poor developmental progression to E6.5 (Morris et al., 2012b). Consistent with the notion that epiblast cells uniquely require UPF2 because they are highly proliferative, several proliferative cell types have been shown to die in the absence of UPF2, including hematopoietic progenitors, spermatogonia and perinatal Sertoli cells (Bao et al., 2015, 2016; Weischenfeldt et al., 2008). As evidence for specificity, hematopoietic cell-specific conditional knockout of *Upf2* results in the loss of rapidly proliferating progenitors, but not terminally-differentiated macrophages (Weischenfeldt et al., 2008).

Support for our finding that *in vivo* epiblast progression is perturbed in *Upf2-*null embryos (Fig. 5; Fig. S4) is our inability to generate stable primed ESC lines from *Upf2-*null blastocysts (Fig. S5). This is consistent with past studies showing that primed ESCs could not be derived from mouse blastocysts with loss-of-function mutations in NMD factor genes (Hwang and Maquat, 2011; Li et al., 2015; Medghalchi et al., 2001; Weischenfeldt et al., 2008). We then took this one step further and asked whether we could instead derive less-advanced (naïve) ESC lines from *Upf2*-null blastocysts. We were successful in this endeavor but found that these naïve *Upf2*-null ESCs had a growth defect and an increased rate of apoptosis relative to control ESCs. Together, these data suggest that NMD is essential for maintaining the pluripotent state of cells. In support, previous studies have shown that NMD regulates pluripotency and differentiation decisions. For example, high NMD activity has been found to maintain the stem-like state of neural progenitors and ESCs (Bruno et al., 2011, Lou et al., 2016, 2014). In response to pro-neurogenic signals, neural progenitors downregulate NMD, which strongly promotes their differentiation (Bruno et al., 2011; Lou et al., 2014). In contrast, evidence suggests that NMD has a positive influence on the differentiation of other cell types, including hepatoblasts and mouse ESCs (Li et al., 2015; Thoren et al., 2010). In human ESCs, NMD has a dual role: high NMD activity drives mesoderm differentiation, whereas low NMD activity drives endoderm differentiation (Lou et al., 2016). Specific NMD factors can have differing roles; e.g. UPF3B promotes mouse neural stem cell differentiation (Jolly et al., 2013), whereas UPF1 inhibits neural progenitor differentiation (Lou et al., 2014).

A key question is whether our results with mice lacking UPF2 are generalizable to other NMD factors. Although previous studies knocking out NMD factor genes have not determined the precise timing of mouse embryo lethality, they point towards a common defect in the peri-implantation period (Hwang and Maquat, 2011; Li et al., 2015; Mao et al., 2015; McIlwain et al., 2010; Medghalchi et al., 2001; Shum et al., 2016; Weischenfeldt et al., 2008). In the case of SMG1, its loss results in smaller embryos with death by early post-implantation development (McIlwain et al., 2010). Similar to our phenotypic data, *Upf1*-null (Medghalchi et al., 2001) and *Smg6*-null blastocysts (Li et al., 2015) undergo regression after a short period of culture. Also similar, we have shown that *Upf3a*-null blastocysts display developmental defects with death in the peri-implantation period (Shum et al., 2016). Here, we traced the role of NMD in the peri-implantation window to the epiblast specifically and uncovered NMD target mRNAs and a stage-specific shift in NMD activity. An enticing hypothesis that unifies these findings is that the NMD pathway serves as a regulatory pathway within the epiblast around the time of implantation, allowing for shifts in cohorts of mRNAs that are crucial for this pluripotent cell type. In the future, it will be important to test this hypothesis by conducting rigorous analysis of mice lacking different NMD factors. Of note, it is possible that the phenotype observed in this study was affected by maternal UPF2 inherited from the oocyte. Unfortunately, we could not test this possibility, as the UPF2 antibody most widely used in the field (Lykke-Andersen et al., 2000) is unable to differentiate between endogenous UPF2 and the truncated UPF2 produced by the *Upf2-*null mutant. However, if true, maternal UPF2 would be expected to mask and/or reduce defects in the embryo, suggesting that the phenotype of *Upf2*-null mice in this study might be an underestimate of the early embryonic functions of UPF2.

Another interesting future question is whether NMD has conserved roles in early embryo development that extend beyond mice. In zebrafish, knockdown of any of a number of different NMD factors causes patterning perturbations and reduced viability (Anastasaki et al., 2011; Wittkopp et al., 2009). It is likely that human embryonic development also depends on NMD, as there have been no reports of homozygous mutations in core NMD genes in humans, with the exception of UPF3B, which is not essential for NMD (Jaffrey and Wilkinson, 2018). In *Drosophila*, *Upf1* and *Upf2* are required for larval viability, in part because NMD confers a competitive growth advantage to fly embryonic cells (Metzstein and Krasnow, 2006). Given that NMD is known to drive the proliferation of several mammalian cell types (Azzalin and Lingner, 2006; Gehen et al., 2008; Lou et al., 2014; Lykke-Andersen and Jensen, 2015; Weischenfeldt et al., 2008), it is tempting to speculate that a conserved function of NMD is to drive the expansion of specific cell populations during early development. The role of NMD in *Caenorhabditis elegans* appears to be more complex, as knockdown of the NMD genes *Nbas* and *Dhx34* causes severe developmental defects (Longman et al., 2007), whereas complete knockout of other NMD genes, including core NMD genes, only causes male bursa and hermaphrodite vulva defects (Pulak and Anderson, 1993).

Towards understanding the molecular mechanisms by which NMD functions in early development, we identified high-confidence NMD target mRNAs in blastocysts using several approaches (Fig. 3; Figs S2,S3). Many of these targets encode proteins involved in apoptosis (Fig. 3D), raising the possibility that, through downregulation of pro-apoptotic factor mRNAs, NMD directly promotes cell survival. One of the mouse blastocyst NMD target mRNAs we identified encodes GADD45A, a pro-apoptotic signaling factor (Tamura et al., 2012). The *D. melanogaster* ortholog *GADD45* must be downregulated by NMD to permit *Drosophila* cell survival and embryo viability (Nelson et al., 2016). This raises the intriguing possibility that decay of *Gadd45a* mRNA by NMD in the mouse embryo serves the same purpose. We identified a number of other pro-apoptotic factor mRNAs targeted for decay by NMD in the mouse blastocyst. These include *Fis1* and *Ggct*, which encode proteins that induce cytochrome c release from mitochondria (Masuda et al., 2006; Yu et al., 2005), *Smim20*, which encodes a key component of a protein complex that regulates cytochrome c oxidase assembly (Dennerlein et al., 2015), and *Mdm4*, which encodes a pro-apoptotic protein that migrates to the mitochondria in response to cell stress, leading to cytochrome c release (Mancini et al., 2009). As further support for the notion that NMD targets pro-apoptotic mRNAs, McIlwain et al. found that knockout of *Smg1* upregulates many mRNAs encoding proteins with roles in cell death in murine embryo fibroblasts derived from post-implantation embryos (McIlwain et al., 2010). Together, these findings support a model in which mouse blastocysts are in a precarious apoptotic-sensitive state (Azzalin and Lingner, 2006). NMD prevents their death by apoptosis, but if NMD is perturbed, this unleashes pro-apoptotic factors, leading to the *Upf2-*null blastocyst phenotype we defined: ICM outgrowth failure and reduced epiblast cells.

Many blastocyst NMD target mRNAs also encode proteins involved in the cell cycle and cell proliferation. Interestingly, a number of the mRNAs in this class encode negative cell-cycle factors, raising the possibility that these mRNAs must be degraded by NMD to permit rapid cell growth. Consistent with this idea, we previously showed that several mRNAs encoding proliferation inhibitors are targeted for decay by NMD in mouse P19 embryonal carcinoma stem cells (Lou et al., 2014). Although the functional relevance of these targets was not determined, we provided evidence – through both loss- and gain-of-function studies – that NMD promotes the proliferation of P19 cells (Lou et al., 2014). Further support for the notion that NMD promotes cell growth comes from loss-of-function studies in other mammalian cell lines (Azzalin and Lingner, 2006; Gehen et al., 2008; Lykke-Andersen and Jensen, 2015; Weischenfeldt et al., 2008) as well as *Drosophila* (Avery et al., 2011; Rehwinkel et al., 2005). An interesting class of blastocyst NMD target mRNAs that we identified are those encoding proteins involved in both cell-cycle arrest and cell death (e.g. DDIT3 and ATF4; Gardner, 2008; Ohoka et al., 2005; Yamaguchi and Wang, 2004), making them particularly attractive candidates to require suppression by NMD for successful embryo progression.

We also identified a number of alternatively-spliced mRNAs targeted for decay by NMD in the blastocyst. This is not surprising, as alternative splicing shifts reading frame one-third of the time, which almost invariably leads to the generation of a PTC. Such out-of-frame NMD target mRNAs are often generated by regulated alternative RNA splicing, a phenomenon referred to as ‘alternative splicing (AS)-NMD’ (da Costa et al., 2017; Ge and Porse, 2014; Lareau et al., 2007). In this mechanism, regulated splicing and NMD converge to act as an ‘on-off’ switch. The switch is in the ‘on state’ when the normally spliced isoform is produced, as it is insensitive to NMD. The switch is in the ‘off state’ when an appropriate cellular cue is received that switches RNA splicing to generate the alternatively-spliced NMD-sensitive isoform. Because the alternatively-spliced mRNA is rapidly degraded by NMD, it can only produce small amounts of protein. Facilitating this ‘off state’, the alternative splicing event often generates a non-functional protein. In support of AS-NMD regulation serving this role in the mouse blastocyst, we identified many alternatively-spliced blastocyst NMD target mRNAs encoding proteins that are likely to be non-functional (Fig. 3B,C). However, some of these mRNAs could instead encode novel functional proteins. Those missing a single domain are candidates to act as dominant-negative inhibitors, and those encoding new amino acids may have a different function than that encoded by the dominant mRNA isoform (Backwell and Marsh, 2022).

Transcription factors are regulated during development to shift the expression of their gene targets. By analogy, evidence suggests that the NMD pathway is regulated to achieve the same goal (Huang and Wilkinson, 2012; Karam et al., 2013). Here, we provide several lines of evidence that NMD magnitude is transiently increased in epiblast cells during peri-implantation development at approximately E5.5 (Fig. 6; Fig. S6). Consistent with this *in vivo* observation, we obtained evidence that NMD magnitude is increased when ESCs progress to the corresponding stage *in vitro* (Fig. 6F). This transient upregulation of NMD would be predicted to increase the decay of NMD target mRNAs. Indeed, we found that ∼80% of the blastocyst NMD target mRNAs we identified are downregulated at E5.5 *in vivo* (Fig. S6B) and at the corresponding stage of ESC maturation *in vitro* (Fig. 6F,G). We suggest that the lineage-specific downregulation of one or more of these mRNAs in response to increased NMD magnitude at this time point is essential for subsequent events during embryo development. Although we do not know the mechanism responsible for this transient increase in NMD magnitude, we found that a large cohort of NMD factors are transiently upregulated at the same embryonic time point, consistent with their upregulation being responsible for the increased NMD magnitude (Fig. 6; Fig. S6). The mechanism responsible for this coordinated upregulation of many NMD factors is an interesting future question; one possibility is that these NMD factor genes are regulated by a common transcription factor responsive to a stage-specific developmental cue. Future studies are necessary to tease apart how coordinated regulation on this scale is mediated to influence development.

We conclude that the NMD factor UPF2 influences stage- and lineage-specific cellular and molecular events during the peri-implantation period that drive progression of epiblast cells in the blastocyst and ultimately permit survival of the early embryo.

## MATERIALS AND METHODS

### Generation of global heterozygous mice

Global knockout (heterozygous) mice were generated by crossing mice expressing Cre recombinase driven by the *E2a* promoter in the early preimplantation embryo to a previously published *Upf2*-floxed mouse in the C57BL/6 background (Weischenfeldt et al., 2008). The *Upf2*-floxed construct was designed to delete exons 2 and 3, and although a truncated protein is still generated, it has been shown to lack NMD activity (Weischenfeldt et al., 2008). Global heterozygous males and females were bred to generate mice for experiments, and all experiments herein were conducted on embryos obtained from global *Upf2*-heterozygous parental crosses. For each experiment detailed below, the total number and age of mice used are clearly stated. Mice were genotyped using polymerase chain reaction (PCR) (primers used for genotyping are provided in Table S1). The mice colonies were maintained in agreement with protocols approved by the Institutional Animal Care and Use Committee at the University of California, San Diego (CA, USA).

### Genotyping and DNA PCR

Ear tags were taken from mice and DNA was extracted for PCR. Lysed ear tags were added to 0.2 μg/ml Proteinase K in DirectPCR lysis buffer (Viagen, 103-T), and then heated at 55°C for 3-4 h and then 85°C for 30 min to denature lysozymes in the buffer. PCR reactions were conducted in 15 μl volume reactions with 1 μl lysed mouse DNA, 10.8 μl nuclease-free water, 0.6 μl dNTP mixture (BioPioneer, MDM-4), 0.6 μl forward and reverse primer mixture (10 μM), 1.5 μl 10× buffer (Denville, CB3702-7) and 0.5 μl Taq polymerase (Denville, CB4050-2). We used 1.2% agarose gel with ethidium bromide for visualization of gene bands.

Genotyping of single embryos was performed using a custom low-input protocol. Early post-implantation embryos were carefully dissected out of the maternal decidua and washed in 2.5% pancreatin/0.5% trypsin in Tyrode Ringers Solution to remove external membranes and any resulting maternal tissue contamination. DNA was extracted for PCR by incubation in 10 μl Blastocyst Lysis Buffer (100 mM Tris-HCl, pH 8.3, 100 mM KCl, 0.02% gelatin, 0.45% Tween 20, 20 mg/ml Proteinase K) for 30 min at 55°C followed by incubation at 95°C for 10 min to denature active lysozymes. Genotyping PCR reactions were performed using a high sensitivity Taq (PrimeSTAR HS DNA Polymerase, Takara R010A). Reactions were conducted in 20 μl volume reactions with 1-3 μl embryo DNA (1 μl for post-implantation embryos, 3 μl for preimplantation embryos), 1.6 μl dNTP mixture, 2 μl primer mixture (10 μM) and 0.2 μl PrimeSTAR Taq, with nuclease-free water to total volume. Preimplantation embryos required 38 cycles for accurate visualization of bands on a 1.2% agarose gel with ethidium bromide.

### Isolation and primary culture of zygotes and isolation of blastocysts

For experiments involving the isolation and primary culture of zygotes, female mice of age 4-8 weeks were stimulated with intraperitoneal injection of 5 IU equine chorionic gonadotropin (eCG; Lee BioSolutions, 493-10) followed by intraperitoneal injection of 5 IU human chorionic gonadotropin (hCG; Sigma-Aldrich, C1063) 46-48 h later. Immediately after hCG injection, female mice were placed in the same cage as a stud male of known fertility for mating. The contents of the ampulla were collected only from females with a visible plug 18 h after hCG injection. Ampulla contents were evaluated for the presence of zygotes by microscopy following a brief digestion in 0.1 mg/ml hyaluronidase (Sigma-Aldrich, H4272) dissolved in M2 media (Sigma-Aldrich, M7176). Zygotes were washed four times in M2 before being transferred to M16 (Sigma-Aldrich, M7292) for culture. Embryos were cultured in 20 μl drops of M16, overlaid with mineral oil, 20 embryos per drop. For blastocyst experiments, zygotes were cultured at 37°C, and were isolated 90-94 h post-hCG, 100-104 h post-hCG and 110-114 h post-hCG, for early-, mid- and late-blastocyst stages, respectively. For some experiments, blastocysts were isolated from the uterine tubes of females that had been superovulated with eCG and hCG, as detailed above, and mated. E3.5 blastocysts were isolated ∼96 h post-hCG injection, from females with a visible plug 18 h after hCG injection. The uterine tubes were dissected apart and M2 media was flushed through, using an insulin syringe, to expel the embryos. Statistical analysis of comparisons between genotypes was conducted using two-tailed Student's *t*-tests.

### Isolation of early post-implantation embryos

To obtain early post-implantation embryo counts, timed matings were set up for male and female *Upf2-*heterozygous mice. Female mice were 8-12 weeks of age, and male mice were stud males of known fertility. Females were examined for the presence of vaginal plugs following mating. Only females with observable plugs were used for post-implantation embryo dissections. On E5.5 and E6.5, female mice were injected with 0.1 ml of a 1% Chicago Blue dye solution through the tail vein using a 1 ml syringe fitted with a 27-gauge needle. Mice were sacrificed approximately 3 min after the dye injection and the uterine horns were carefully removed. Implantation sites could then be visualized by the blue dye. Each embryo was separated by cutting between implantation sites along the uterine horn. The muscular uterine myometrium was peeled back to expose the decidua, and the decidua was carefully dissected back to reveal each embryo. Reichert's membrane, if still attached, was removed by washing in 2.5% pancreatin/0.5% trypsin in Tyrode Ringers Solution, as well as careful dissection, if necessary (Govindasamy and Bedzhov, 2019). Statistical analysis of comparisons between genotypes was conducted using two-tailed Student's *t*-tests.

### Outgrowth assay

Blastocysts were obtained from 4- to 8-week-old female *Upf2*-heterozygous mice, as per above. To assay blastocyst attachment and outgrowth, blastocysts were individually plated in a single well of a 24-well gelatin-coated (0.1% gelatin) plate in α-MEM containing 1% fetal bovine serum and 1% penicillin/streptomycin. After 72 and 96 h of incubation at 37°C, images were taken for further analysis. After 96 h, blastocyst outgrowths were washed twice with PBS and individually picked for genotyping. Statistical analysis of comparisons between genotypes was conducted using two-tailed Student's *t*-tests.

### Derivation and culture of mouse ESCs

Mouse ESCs were derived by *in vitro* expansion of E3.5 blastocysts, which were obtained by breeding *Upf2-*heterozygous mice. Briefly, following the previously described protocol for isolation of mouse ESC from non-permissive lines, blastocysts were cultured on irradiated mouse embryonic feeders (MEFs) (Thermo Fisher Scientific, A34181) in a mixture of DMEM/F-12 and Neurobasal media with N2 and B27 supplements. The media was further supplemented with MEK (1 μM, PD325901) and GSK (3 μM, CHIR99021) inhibitors along with LIF (EMD Millipore, ESG1106) (2i-LIF) and 2% knockout serum replacement. Once blastocysts attached to the feeder layer, half media changes were carried out every 2 days. Cells were maintained in 2i-LIF media for 10-12 days. Large clusters of outgrown cells were then split and maintained either in 2i-LIF or in serum containing mouse ESC media containing KnockOut DMEM (Thermo Fisher Scientific, 10829018), 20% ESC-qualified fetal bovine serum (Thermo Fisher Scientific, 10439024), L-glutamine and supplemented with non-essential amino acids and 1000 U/ml of recombinant mouse Lif (EMD Millipore, ESG1106). Statistical analysis of comparisons between genotypes was conducted using two-tailed Student's *t*-tests.

### Immunofluorescence

Blastocysts were isolated from *Upf2-*heterozygous females aged 4-8 weeks as per above, following superovulation. The zona pellucida was removed in Acid Tyrode's solution, followed by three washes in PBS with 0.1% bovine serum albumin (BSA). Embryos were fixed with 4% paraformaldehyde in PBS for 1 h at room temperature followed by three washes in PBS with 0.1% BSA and 0.1% Tween (PBST). The embryos were then permeabilized by incubation with 1% Triton X-100 in PBS for 1 h at room temperature. After permeabilization, the embryos were again washed three times in PBST and blocked with 4% normal donkey serum in PBST for 2 h at room temperature. The embryos were incubated with primary antibodies overnight at 4°C. All washes and incubations were performed with gentle agitation. Anti-CDX2 antibody (Thermo Fisher Scientific, MA5-14494) was used at a dilution of 1:500, anti-NANOG antibody (Invitrogen, 14-5761-80) was used at a dilution of 1:500 and anti-GATA6 (R&D Systems, AF1700) was used at a dilution of 1:500. After removing the primary antibody, the embryos were washed three times in PBST and then incubated with Alexa Fluor 647 conjugated donkey anti-rabbit IgG (H+L) secondary antibody (Thermo Fisher Scientific, CA-31573), Alexa Fluor 488 conjugated donkey anti-rat IgG (H+L) Highly Cross-Adsorbed secondary antibody (Thermo Fisher Scientific, A-21208) and Alexa Fluor 546 conjugated donkey anti-goat IgG (H+L) Highly Cross-Adsorbed secondary antibody (Thermo Fisher Scientific, A-11056) (all diluted 1:1000) for 2 h at room temperature. The embryos were then washed three times with PBST and incubated with DAPI (Novus Biologicals, NBP2-31156) at a dilution of 1:1000 for 30 min. Embryos were washed with PBST three more times before being placed in individual 1 μl drops of PBS in a Nunc glass bottom dish (Thermo Fisher Scientific, 150682) and overlaid with mineral oil for imaging. Statistical analysis of comparisons between genotypes was conducted using two-tailed Student's *t*-tests.

To detect cell death, cells were co-stained with Annexin V and Propidium Iodide, and flow cytometry was used for analysis and quantification. Annexin V provides a very sensitive method for detecting cellular apoptosis and Propidium Iodide detects cells in late apoptosis or necrosis.

### Imaging methods

Embryos were imaged using a Nikon A1R confocal with a four-line LUN-V laser engine and DU4 detector, mounted on a Nikon Ti2 using a S Fluor 40×0.9 NA objective. Images were acquired in resonant mode with bidirectional scanning and 4× line averaging, and 0.575 µm steps were used to collect *z*-stacks of the entire embryo. The lasers used were 405 nm (7% laser power), 488 nm (5% laser power), 561 nm (3% laser power) and 640 nm (3% laser power). To avoid cross-talk between channels, *z*-stacks were acquired of the DAPI and Alexa Fluor 568 channels first, and the Alexa Fluor 488 and Alexa Fluor 647 channels were acquired subsequently.

### Automated nuclei/cell counting

To count nuclei positive for the three markers of interest, we created an automated image processing and counting routine using the General Analysis 3 tool within NIS Elements 5.11. For pre-processing, we applied local contrast, smoothing and a rolling ball filter before a threshold was applied to generate a binary layer. The binary was then subsequently eroded and dilated, cleaned, smoothed, and touching binaries were separated and filtered for size. The resulting binaries were then counted and the records were pooled. For each image stack, the routine was validated and adjusted manually.

### cDNA synthesis and library preparation of individual blastocysts

In total, 19 early-stage (E3.25) blastocysts (eight *Upf2^−/−^*, 11 *Upf2^+/+^*) were subjected to mRNA-sequencing. RNA isolation and cDNA synthesis were carried out using the SMARTer^®^ Ultra^®^ Low Input RNA Kit for Sequencing – v4 (Clontech, 634888). Embryos were genotyped after cDNA synthesis (before library preparation) by PCR (Table S1). Genotyping of cDNA was performed using custom primers (Table S1). In brief, as loxP sites surround exons 2 and 3 of the *Upf2* gene, the wild-type locus was detected using forward and reverse primers in exons 1 and 2, respectively; the knockout locus was detected using forward and reverse primers in exons 1 and 4, respectively. Genotype was confirmed via read alignment at *Upf2* exons 2 and 3 (Fig. S2A). Libraries were generated from the resulting cDNA (0.2 ng/μl per sample) of wild-type and *Upf2-*null embryos using the Nextera XT DNA library preparation kit (Illumina, FC-131-1024) as previously described (Mora-Castilla et al., 2016). Indexed sequence libraries were pooled for multiplexing, normalized by MiSeq read number and paired-end sequencing was performed on a HiSeq 4000.

### Analysis of mRNA-sequencing data

Reads were mapped via STAR (2.5.2a) (Dobin and Gingeras, 2015; Dobin et al., 2013) after trimming for adapter sequences. Samtools (Li et al., 2009) was used to process sam files, as well as to sort and remove PCR duplicates of bam files. Counts for each gene were quantified using the Subread package FeatureCounts using the gene level quantification in paired-end mode (release 1.5.2) (Liao et al., 2014) and annotated using the Ensembl GRCm38 genome. Reads were filtered such that genes without at least one sample with at least ten raw reads were removed from the analysis. Count data was normalized using the Bioconductor package edgeR (McCarthy et al., 2012; Robinson et al., 2010) and transcripts per million (TPM) counts were calculated. 

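The deposited table of normalized values was set against the raw counts. Within each embryo every value is the raw count of the same gene times a constant: all nonzero values (100.0%) came out as whole counts within 0.01. No gene length enters, so the values are CPM divided by a scaling factor between 0.94 and 1.07, not TPM, and they are called scaled expression here. Of the genes that pass the filter of at least 10 reads, 1010 are absent from this table, and 751 genes in it do not pass the filter. A quasi-likelihood test in edgeR on the recovered reads called 30 genes higher and 3 lower in *Upf2*-null blastocysts.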

Differential expression was calculated using DESeq2 (Love et al., 2014) based on a model using the negative binomial distribution. Genes with an adjusted *P*-value less than 0.05 were considered differentially expressed unless otherwise noted, at which time an adjusted *P*-value of less than 0.1 was used. Heatmaps were constructed using the heatmap.2 function in ggplot2 (Wickham, 2016). Principal components were calculated with the prcomp function. All box plots, scatter plots, principal component analysis plots and heatmaps were constructed using ggplot2. All of these analyses and plot constructions were performed with RStudio, R (v3.2.2 and v3.4.0). GO analysis was performed using the online Metascape platform (Tripathi, 2015) with the mouse reference as the background gene set, and gene enrichment networks were visualized with Cytoscape (Shannon et al., 2003).

To identify putative NMD features, we used a previously published in-house Python script (Shum et al., 2015). Only Ensembl transcripts with a detectable 5′ UTR and 3′ UTR were considered for analysis. NMD features were calculated at the transcript level, and then collapsed to the gene level such that if a gene encoded any transcript that had an NMD feature, it was called positive. Statistical analysis was conducted using a Student's *t*-test, unless otherwise stated. Bonferroni-adjusted values for multiple comparisons was applied, where appropriate.

### Inference of mRNA stability from steady-state RNA-sequencing data

To infer mRNA stability from steady-state sequencing data, we employed the use of REMBRANDTS (Removing Bias from RNA-seq Analysis of Differential Transcript Stability) (Alkallas et al., 2017), which internally uses DESeq to obtain estimates of pre-mRNA and mature mRNA abundance and estimates a gene-specific bias function. The stringency parameter used for these analyses was 0.99, which is the most stringent value possible for this parameter.

### Alternative-splicing analysis

From the resulting sequencing files (FASTQ files) we removed adapter contamination and low quality base pairs with Trimmomatic v 0.32 (Bolger et al., 2014) using ILLUMINACLIP:fastqc.fa HEADCROP:15 LEADING:22 SLIDINGWINDOW:4:22 MINLEN:25, where the fastqc.fa file is a fasta file containing all the adapters that are distributed with FastQC v0.11.2. Quality of all libraries was checked with the FastQC tool (Babraham Institute, Cambridge, UK) both before and after trimming. Both paired and non-paired surviving reads were mapped as unstranded reads to the mouse reference genome (mm10) using Hisat2 v2.0.1-beta (Kim et al., 2015) with known splice sites from GencodeM12 (Harrow et al., 2012) added and Hisat2 was set to annotate properly paired reads as those with a minimum insert size in the interval from 0 to 1000 nucleotides.

We used StringTie v1.3.3b (Pertea et al., 2015) to predict potential novel transcripts in each sample, guided by the GencodeM12 (Harrow et al., 2012) transcript database, specifying mitochondrial genes to be ignored and a minimum isoform fraction of 0.1. The resulting individual transcriptomes were merged to create a combined transcriptome of all transcripts observed in any sample by using StringTie with the --merge as well as enabling the option of keeping introns. Afterwards, StringTie was used to quantify the combined transcriptome in each individual sample by using the -e -B parameters.

To systematically analyze the changes in the transcriptomes between wild type and knockout, we used IsoformSwitchAnalyzeR (Vitting-Seerup and Sandelin, 2017) v1.9.3 with minor modifications to the standard workflow. Specifically, the StringTie quantifications were imported using tximport (Soneson et al., 2015) v1.14 via the importIsoformExpression() function specifying readLength=86 (which is the average length after trimming). We removed isoforms expressed less than 0.1 TPM and not contributing at least 5% of the total parent gene expression. After this filtering, only genes with at least two transcripts were kept. The statistical analysis of differential used transcripts was carried out using DEXSeq (Anders et al., 2012) v1.32.0, using the isoformSwitchTestDEXSeq() function specifying reduceFurtherToGenesWithConsequencePotential=FALSE. ORFs, NMD-senstive isoforms and alternative splicing were identified and analyzed by IsoformSwitchAnalyzeR as described as in Vitting-Seerup and Sandelin (2017) and Vitting-Seerup et al. (2014). To describe the transcriptional changes we used the IsoformSwitchAnalyzeRs analyzeSwitchConsequences() function to analyze isoform switches for the following consequences (differences): intron retention, NMD, alternative transcription start and termination sites, changes in the last exon, changes in isoform length and exon number.

### Analysis of published single-cell embryo dataset

To assess expression dynamics of NMD factor and target RNAs during pre-, peri- and post-implantation development, we obtained Seurat-normalized counts from a large published single-cell mouse embryo dataset (Nowotschin et al., 2019; Stuart et al., 2019). Logarithmic fold change was calculated manually, using E3.5 as the control comparison, and data were plotted as mean (±s.e.m.) or summed (magnitude) Log (fold change). Dot plots were created using Seurat v3 (Stuart et al., 2019). Cumulative distribution frequency (CDF) plots were constructed via ggplot2 (Wickham, 2016), using the stat_ecdf() function. The Kolmogorov–Smirnov test was used to assess the difference between distributions. Distance (D)-statistics were calculated and represent a measure of the distance between two CDF plots. For NMD factor and RBP analysis, the Differential D-statistic was calculated by dividing the D-statistic for NMD factors by the D-statistic for RBPs. For NMD targets, only those that were significantly differentially expressed (*Q*<0.05) were included in resultant analysis and plots. Statistical analysis was conducted using Student's *t*-test, unless otherwise stated. Bonferroni-adjusted values for multiple comparisons was applied, where appropriate.

## Supplementary Material

Click here for additional data file.

10.1242/develop.200764_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Progression of the pluripotent epiblast depends upon the NMD factor UPF2
**Source:** Development. 2022 Nov 7;149(21):dev200764. doi: 10.1242/dev.200764
**Supplement:** Supplementary information

Figure S1

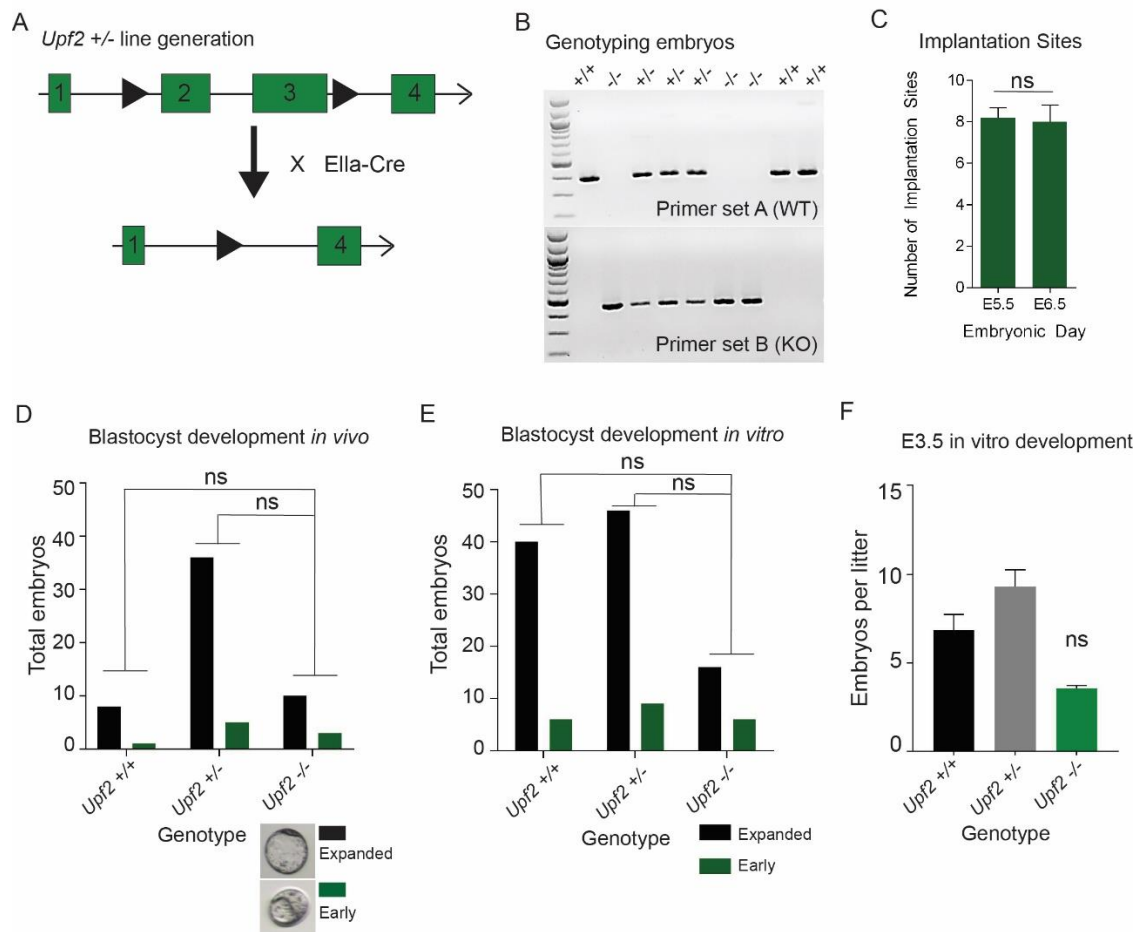

**Fig. S1. Generation of global *Upf2*<sup>+/-</sup> mice and additional characterization of *Upf2*-null embryo phenotype.** (A) Schematic for generation of global *Upf2*<sup>+/-</sup> knockout mice. *Upf2*<sup>F1/F1</sup> mice (obtained from Bo Porse laboratory), with loxP sites (black triangles) surrounding exons 2 and 3, were crossed with early embryo Ella-Cre mice to generate a global knock-out. (B) Genotyping individual embryos, as detailed in Experimental Procedures. Primer Set A (top) detects wild-type locus and Primer Set B (bottom) detects knock-out locus (sequences found in Table S1). (C) Total number of implantation sites detected for early post-implantation isolations for *Upf2*<sup>+/-</sup> crossings. E5.5 and E6.5 embryo isolations produced an average of 8.2 (n=5 breeding pairs, 34 embryos) and 8.0 (n=4 breeding pairs, 26 embryos) implantation sites, respectively; P=0.77. (D-E) Blastocyst development (D) *in vivo* and (E) *in vitro*. Blastocysts were flushed from uterine horns of superovulated *Upf2*<sup>+/-</sup> females (mated with *Upf2*<sup>+/-</sup> males) at E3.5, or isolated as zygotes and cultured *in vitro*. Blastocysts were categorized as early stage or expanded, as demonstrated by brightfield images. *Upf2*-null blastocysts developed at a rate not significantly different than *Upf2*<sup>+/+</sup> controls and *Upf2*<sup>+/-</sup> controls (proportion of early to expanded, *in vivo* *Upf2*<sup>+/-</sup> vs *Upf2*<sup>-/-</sup>, P=0.48 (n=63 embryos, 7 breeding pairs); *in vitro* *Upf2*<sup>+/-</sup> vs *Upf2*<sup>-/-</sup>, P=0.16). (F) Zygotes were isolated from *Upf2*<sup>+/-</sup> females (superovulated and bred with *Upf2*<sup>+/-</sup> males) and cultured *in vitro* to the blastocyst stage. Data is presented as embryos per litter. *Upf2*-null blastocysts were present at the expected Mendelian ratio (11 breeding pairs, 123 embryos, P=0.09, T-test *Upf2*<sup>+/+</sup> vs *Upf2*<sup>-/-</sup>).

Figure S2

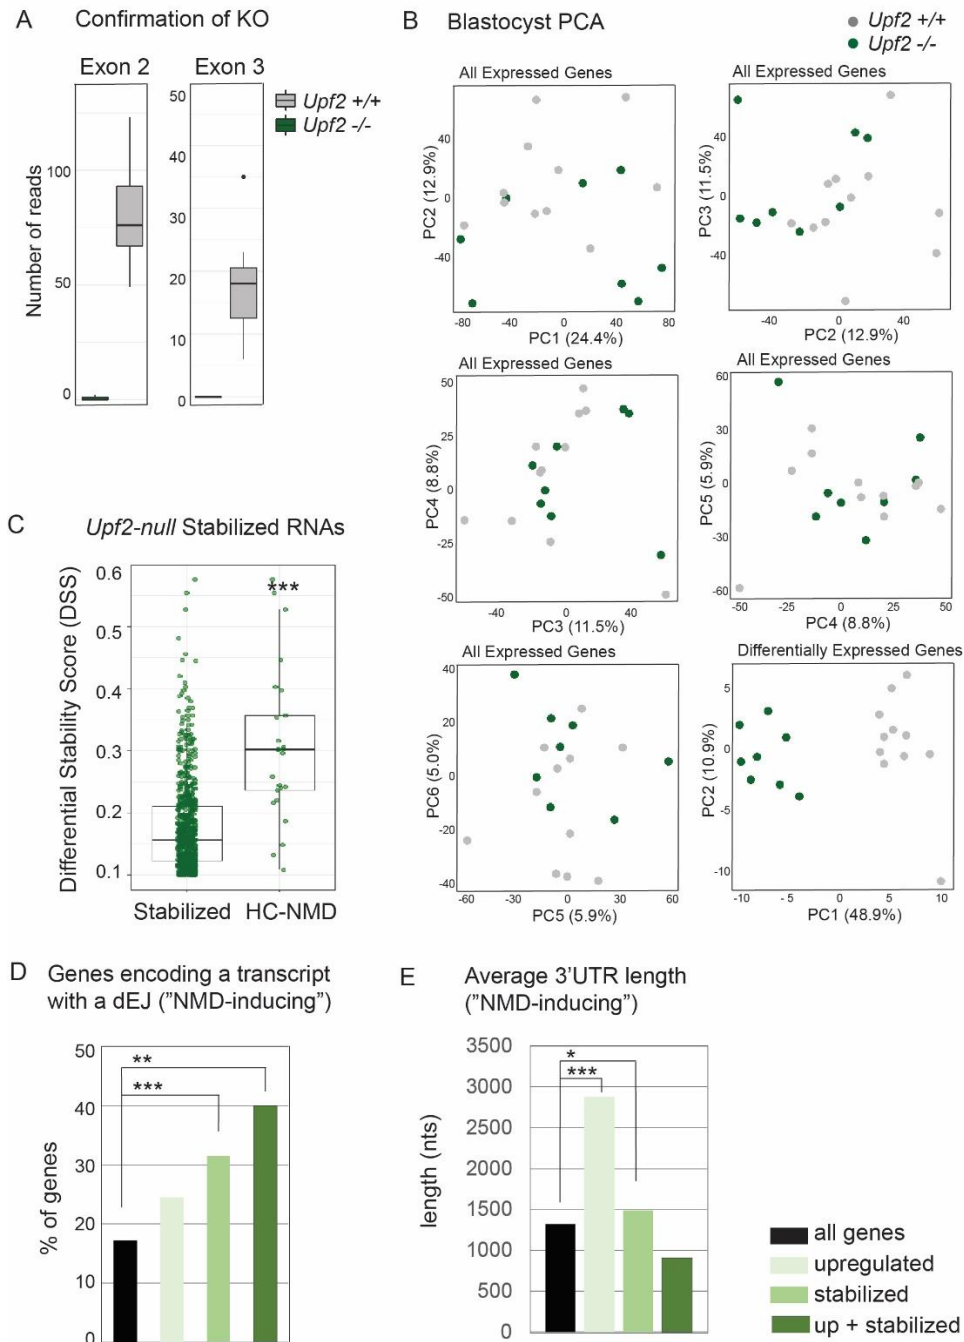

**Fig. S2. Identification of NMD-regulated mRNAs in the mouse blastocyst. (A)** Box plot of reads mapping to exon 2 and 3, deleted in *Upf2*-null embryos. **(B)** Principal component analysis demonstrates that *Upf2*-null and control blastocyst samples do not cluster separately in PCs 1-6 using all expressed genes. **(C)** Dot plot of mRNAs stabilized in *Upf2*-null blastocysts compared to controls, plotted by differential stability score (DSS) (Alkallas et al., 2017). Additionally plotted is the DSS for all high-confidence NMD targets (enriched for high DSS) (P=2.2e-05, Student's T-test). **(D)** The percent of total genes that encode a transcript with a dEJ ("NMD-inducing feature") is presented for all genes, genes upregulated in *Upf2*-null blastocysts, genes stabilized in *Upf2*-null blastocysts, and genes both upregulated and stabilized. Chi-squared analysis of proportions, \*\*\*P<0.001, \*\*P<0.01. **(E)** As in (D), the average 3'UTR length ("NMD-inducing feature") is presented. Student's T-test, \*\*\*P<0.001, \*P<0.05

Figure S3

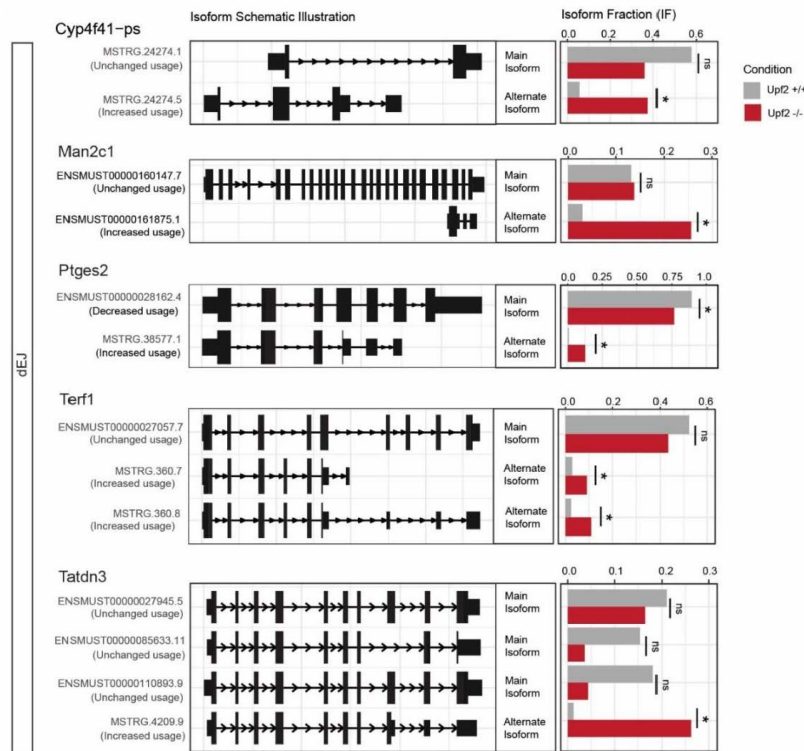

**Fig. S3. Additional alternatively processed NMD mRNAs identified during mouse development.** Isoform switch plots of selected genes with a dEJ (left), indicating the predominant isoform(s) and the alternate isoform expression in *Upf2*-null (red) and control (grey) blastocysts. Bar graphs on right indicate the isoform fraction. Adjusted p-value (Q): \*\*\*  $Q < 0.001$ , \*\*  $Q < 0.01$ ; \*  $Q < 0.05$ ; NS, not statistically significant.

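Isoform switch plots show which transcript of a gene is used more, as a fraction of all its transcripts. Fig. S3 draws isoforms of 5 genes, and the merged models, on mm10, hold the identifiers drawn for 4 of them at the named gene. For *Ptges2* the assembled identifier lies at another gene, *Slc44a1*, so its structure is not given, and whether these models are the ones the figure was drawn from is not known. *Terf1*, which encodes a telomere-binding protein, has an annotated isoform with an exon of 89 nt, on chromosome 1 from 15833401 to 15833489, that an assembled isoform lacks. Both assembled *Terf1* isoforms have an exon of 87 nt from 15815886 to 15815972 that the annotated isoform lacks. *Tatdn3*, a putative nuclease, has isoforms with and without an exon of 113 nt on chromosome 1 from 191052860 to 191052972. For *Man2c1*, an α-mannosidase, a transcript of 658 nt annotated as a retained intron stands beside the mRNA of 3820 nt. Over the whole gene none of the 5 was called between *Upf2*-null and control blastocysts by edgeR, DESeq2 or voom, and 0 had an unadjusted p under 0.05 from edgeR. Their log2 fold changes were −0.04 for *Terf1*, 0.21 for *Tatdn3*, −0.0046 for *Man2c1* and −0.16 for *Ptges2*, and the pseudogene *Cyp4f41-ps* had 5.94 ± 4.62 CPM (SD, n = 8) in *Upf2*-null embryos and 2.75 ± 2.19 CPM (SD, n = 11) in controls. No value per isoform and embryo was analysed here.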

Figure S4

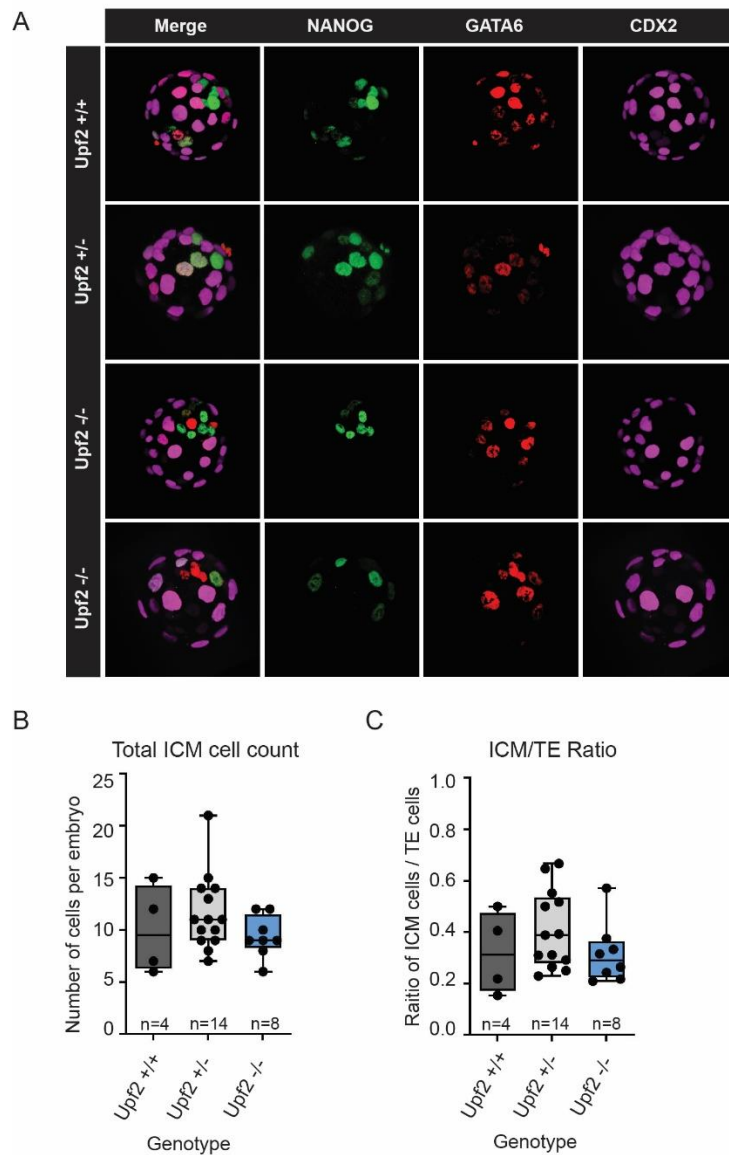

**Fig. S4. Loss of *Upf2* decreases total number of EPI cells in the blastocyst. (A)** Additional 3D volume projections of *Upf2*-null and littermate control blastocysts stained for NANOG (EPI), GATA6 (PrE), and CDX2 (TE). **(B)** Box plot demonstrating the total number of ICM (NANOG- and GATA6-positive) cells per embryo (*Upf2*<sup>+/+</sup> vs. *Upf2*<sup>-/-</sup>, *P*=0.36). **(C)** Box plot of the ICM/TE ratio for each genotype (*Upf2*<sup>+/+</sup> vs. *Upf2*<sup>-/-</sup>, *P*=0.48). *n*=24 total blastocysts (*n*=8 *Upf2*<sup>-/-</sup>, *n*=14 *Upf2*<sup>+/-</sup>, *n*=4 *Upf2*<sup>+/+</sup>).

Figure S5

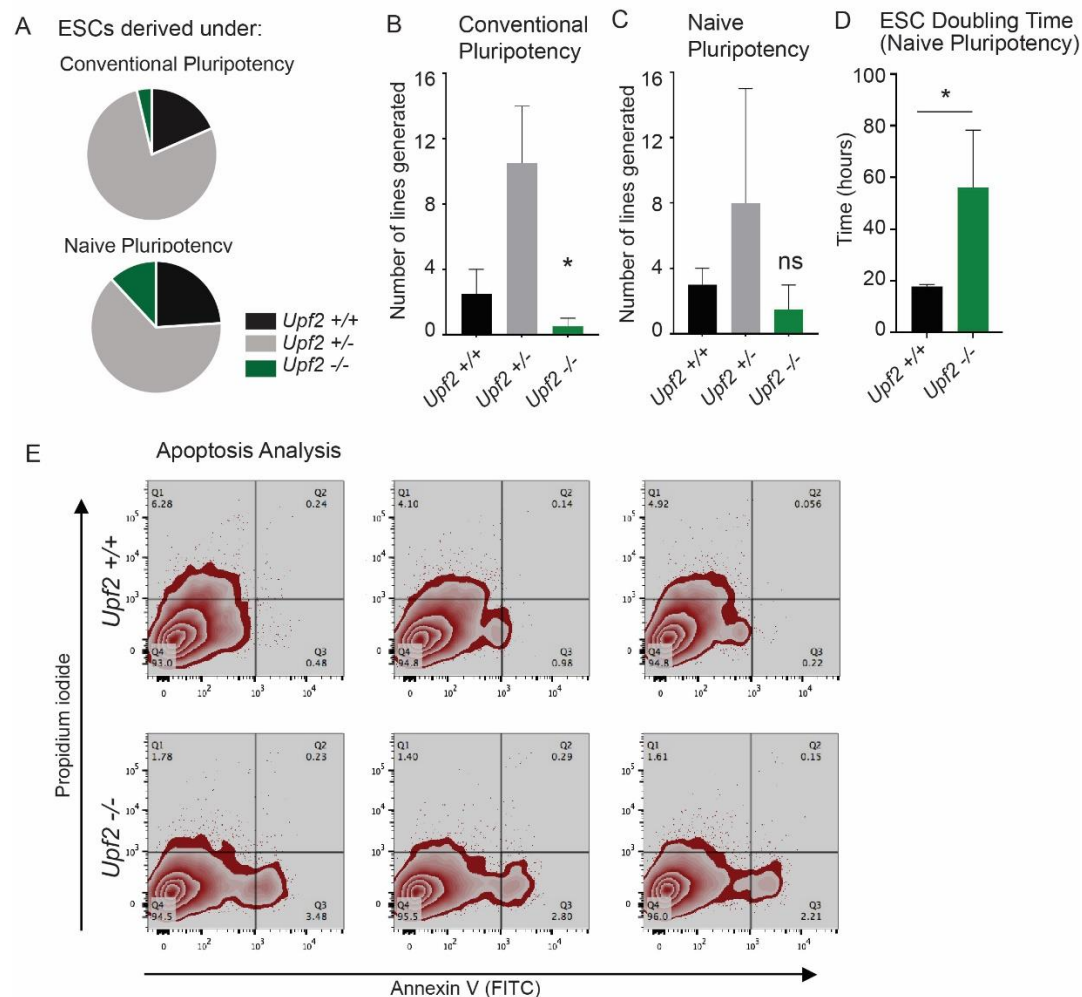

**Fig. S5. Loss of *Upf2* is incompatible with stable mESC derivation.** (A) The proportion of ESC lines generated for each genotype under conventional pluripotency derivation conditions (serum-containing media with LIF) (Bryja et al., 2006) and naïve pluripotency conditions (2-inhibitor (2i, MEK inhibitor and GSK3 inhibitor) with LIF) (Czechanski et al., 2014). Under conventional and naïve conditions, 4% and 12% of lines generated were *Upf2*-null, respectively. (B-C) The total number of ESC lines (mean +/- SEM) derived under (B) conventional and (C) naïve conditions. \* $P < 0.05$ , Student's T-test. (D) The time in hours (mean +/- SEM) required for ESCs (under naïve culture conditions) to double in number. *Upf2*-null ESCs proliferate significantly slower ( $n = 3$  *Upf2*-null,  $n = 4$  wild-type control). \* $P < 0.05$ , Student's T-test. (E) Staining of propidium iodide and annexin V revealed a defect in apoptosis in *Upf2*-null lines maintained in naïve culture conditions, with an increase in the proportion of cells in Q3 (2.83% for *Upf2*-null vs. 0.56% for wild-type lines,  $n = 3$ ).  $P = 0.02$ , Student's T-test.

Figure S6

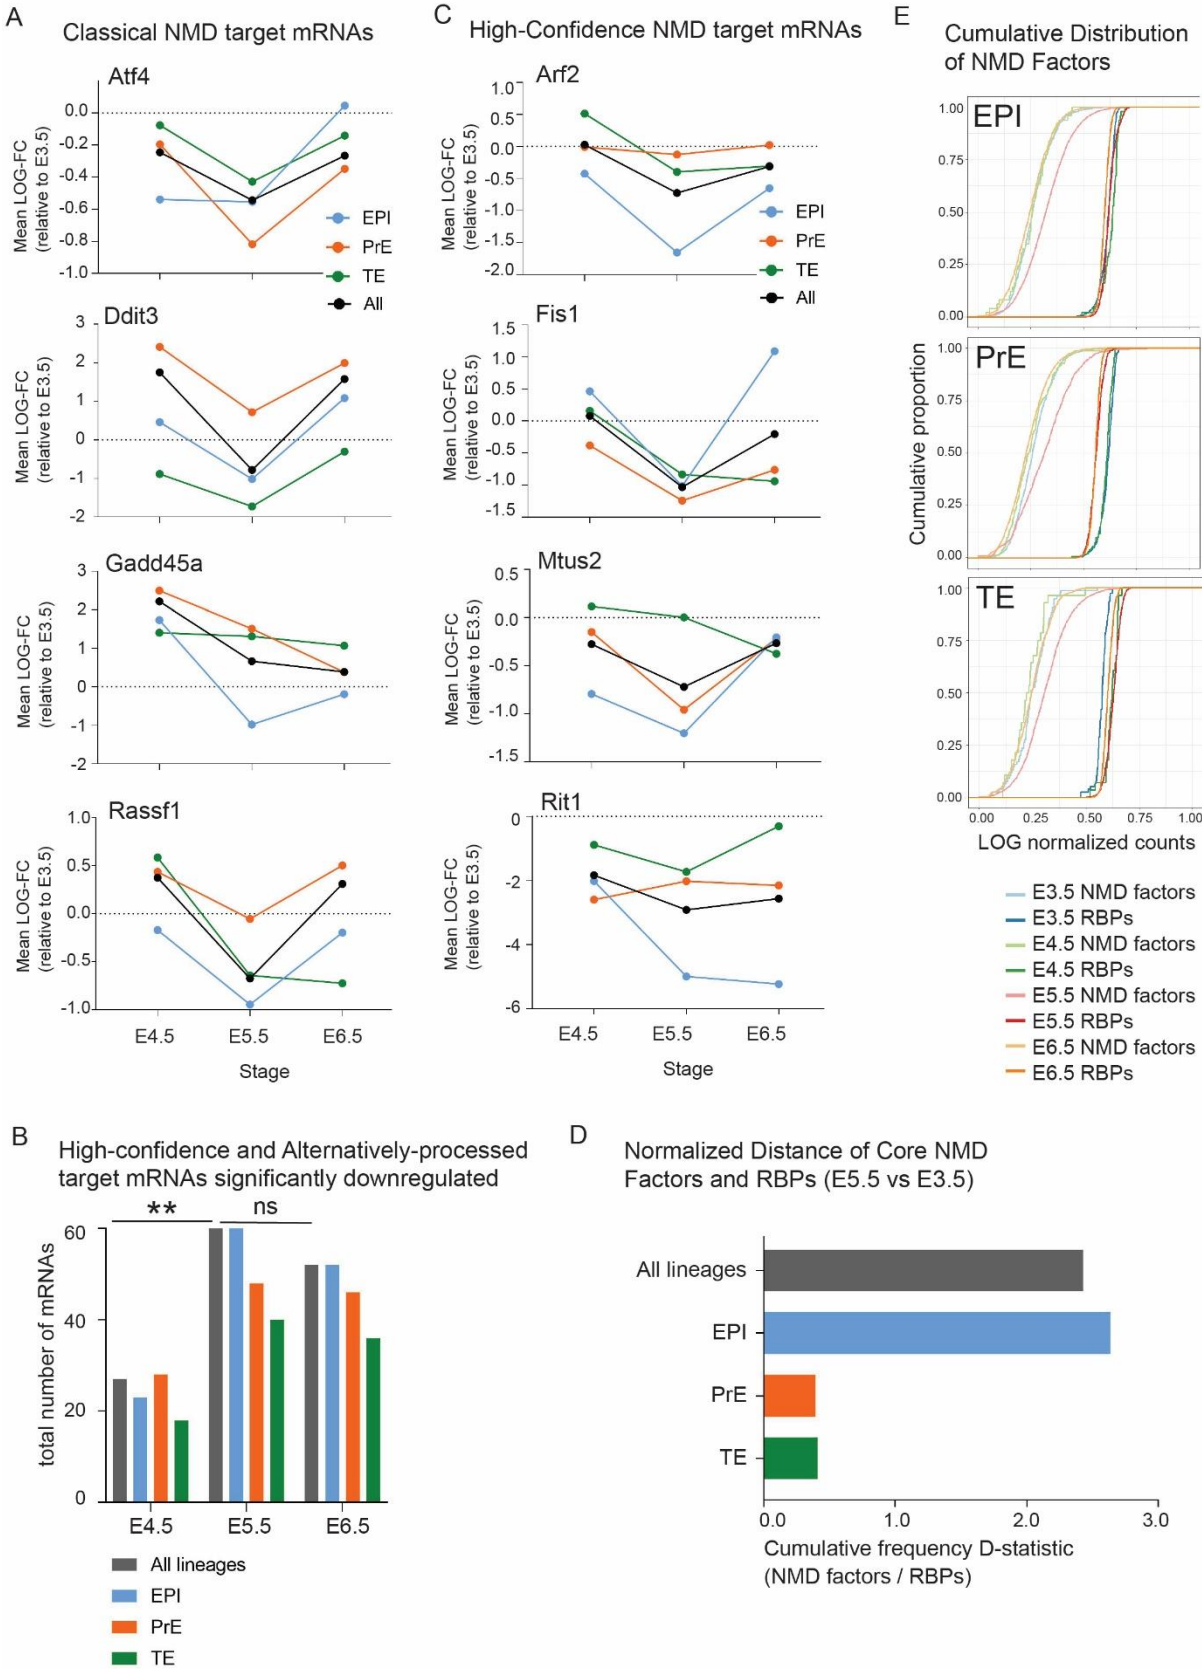

**Fig. S6. NMD target mRNA and NMD factor expression reveals an upregulation of NMD magnitude at E5.5.** **(A)** The expression of classical NMD target mRNAs is plotted from a scRNAseq dataset of mouse embryo cells (Nowotschin et al., 2019). Targets demonstrate a coordinated downregulation at E5.5, with the strongest regulation evident in the EPI, compared to other extra-embryonic lineages. **(B)** More than 70% of high-confidence and alternatively-processed NMD target mRNAs significantly decreased in expression, with the largest proportion downregulated between E4.5 (52%) and E5.5 (76%), and continued repression at E6.5 (70%). Chi-squared analysis of proportions,  $**P = 0.01$ , E5.5 vs E4.5,  $P = 0.43$ , E5.5 vs E6.5. **(C)** As in (A), the expression of representative NMD target mRNAs is presented, for targets defined as high-confidence in this study. **(D)** Plotted is a normalized measure of the shift in NMD factor expression between E3.5 and E5.5. Cumulative distribution frequencies were determined as in Fig 7E. The distance between curves (D) was calculated and normalized to the RBP distance. (see Methods). **(E)** Cumulative distribution plot of the normalized expression of NMD factors ( $n=11$ ), as well as a set of RBPs ( $n=1066$ ), at each stage of peri-implantation development. A large deviation in expression of NMD factors can be visualized at E5.5, but not at other stages.

## References

- Alkallas, R., Fish, L., Goodarzi, H., and Najafabadi, H.S. (2017). Inference of RNA decay rate from transcriptional profiling highlights the regulatory programs of Alzheimer's disease. *Nat. Commun.* 8, 909.
- Bryja, V., Bonilla, S., and Arenas, E. (2006). Derivation of mouse embryonic stem cells.
- Czechanski, A., Byers, C., Greenstein, I., Schrodde, N., Donahue, L.R., Hadjantonakis, A.-K., and Reinholdt, L.G. (2014). Derivation and characterization of mouse embryonic stem cells from permissive and nonpermissive strains. *Nat. Protoc.* 9, 559–574.
- Nowotschin, S., Setty, M., Kuo, Y.Y., Liu, V., Garg, V., Sharma, R., Simon, C.S., Saiz, N., Gardner, R., Boutet, S.C., et al. (2019). The emergent landscape of the mouse gut endoderm at single-cell resolution. *Nature* 569.

How the deposited data were processed for this re-analysis (not part of the article)

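Single whole blastocysts at E3.25, 8 *Upf2*-null and 11 control, were each sequenced as 1 library. The authors made full-length cDNA with the SMARTer Ultra Low Input kit and libraries with Nextera XT. They trimmed adapters, aligned the reads to GRCm38 with STAR 2.5.2a, removed PCR duplicates with SAMtools and made the deposited raw counts per Ensembl gene with featureCounts. The deposited table of scaled expression holds signal values that the authors normalized; it was checked against the counts and is each count times 1 factor per embryo. The merged transcript models were made by the authors with HISAT2 and StringTie, and they hold exon positions on mm10 without values per embryo.

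Library totals ran from 4056072 to 5993745 counts, and no embryo pair of a genotype differed by less than the sampling noise: the chi-square per gene between 2 embryos of a genotype was at least 10.4, with a median of 34.6, where counting noise alone gives 1. Genotypes were taken from the sample labels and the study, and all 19 embryos entered each comparison, except where an alternative leaves embryos out. Of all genes in the table, 26920 had at least 1 count. Symbols, positions and UTRs came from GENCODE M21 on GRCm38, and 40254 gene identifiers had a symbol. Every column of values belonged to a sample of the series.

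Genes with at least 10 counts in at least 1 embryo were tested with edgeR 4.0.16 (TMM, robust quasi-likelihood fit, no covariate) at a Benjamini-Hochberg adjusted p under 0.1. CPM are TMM-normalized, and log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and called at an adjusted p under 0.05 over 23 lists. An estimated correlation and fry were alternatives. Scores per embryo were compared with exact permutation tests over 75582 arrangements, two-sided. Shares were compared with Fisher's exact test, and 3′ UTR lengths with 100000 permutations. Intervals for ratios of counts have a confidence level of 95% and cover counting error only. R 4.3.3, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

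The lists were written from textbook knowledge before the data were examined: epiblast, primitive endoderm and trophectoderm markers, FGF and ERK response genes, NMD factors, classical NMD targets, snoRNA host genes, splicing factors with poison exons, integrated stress response, p53 targets, pro-apoptotic and anti-apoptotic genes, cell cycle inhibitors, G2 and mitosis, S phase, extracellular matrix, amino-acid metabolism, mitochondrially encoded mRNAs, nuclear oxidative phosphorylation genes, oocyte and 2-cell stage transcripts, cumulus and granulosa cell markers, and Y-linked genes. Of 502 symbols, 7 matched no gene. Genes are named in the text if the study's text names them, if they have the 10 lowest adjusted p-values among the higher or among the lower genes, or if they are a list member past the threshold. Any other gene named was chosen after its values were seen.

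On simulated counts limma voom with quality weights recovered 40% of 2-fold and 62% of 4-fold changes over 16015 genes, with 13.4% of its calls false. This share too depends on the simulated dispersions. A simulated list of 15 genes shifted by 0.4 gave a camera p of 6.65e-05, and 0.00203 with an estimated correlation. Of 200 unshifted lists 2 had p under 0.05. In the real libraries the lists called by camera had estimated correlations from 0.034 to 0.82, above the preset 0.01. The other splits of the embryos called a median of 4 lists. The unshifted lists therefore do not give the error rate of camera on the real lists.

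Before the data were examined, 55 alternatives were listed: other tools, normalizations, low-count filters and thresholds, a surrogate variable, a Y-linked covariate, the replicate numbers as a block, the scaled table, each embryo left out, and other settings of the list, ratio, component, junction and UTR results. After seeing the data, 11 were added: the reads recovered from the scaled table, leaving out control embryos 2 and 4, or 2, 4 and 5, a filter over 5 embryos, lists without control embryos 2 and 4, lists without the genes the study names, principal component 3 as a covariate, the 3′ UTR comparison without the longest UTR, the 2-cell stage transcripts without *Tcstv1* and *Tcstv3*, and the comparison between lineage lists without each embryo and without control embryos 2 and 4. The values planned as TPM were taken as scaled expression. Gene ontology enrichment, mRNA stability and isoform fractions were not analysed here.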

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

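In this part, the tests of oocyte RNA, of the composition of the 2-cell stage transcripts and of their number at a minimum of 20 counts, the comparison with pairs of controls other than 2 and 4, and the setting without *Tcstv1* and *Tcstv3* were chosen only after the result was seen. In the 8 *Upf2*-null embryos, 103 quantities were examined for an embryo far from the rest, by the gap to its nearest neighbour as a share of the whole range (Dixon's ratio), and 16 stood out, where chance gives about 5%. *Upf2*-null embryo 2 was lowest for the epiblast (ratio 0.625), primitive endoderm (0.547), extracellular matrix (0.57), mitochondrial mRNA (0.544) and oocyte (0.553) scores and for *Klf4* (0.682), and highest on principal components 1 (0.579) and 4 (0.8289) and for *Sox17* (0.59). *Tmem266* in embryo 2, *Prrt1* and *B020004C17Rik* in embryo 1, *Gm17040* in embryo 4 and *BC080695* in embryo 7 each had a ratio of 1.0, being the only *Upf2*-null embryo with counts of that gene. These genes were included for being lower in *Upf2*-null embryos, and a single embryo with counts fixes the ratio at 1.0. The 5% therefore does not apply to them. *Usp17lb* was highest in embryo 7 (0.77), and *Gadd45a* lowest in embryo 4 (0.554).

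The genes lower in *Upf2*-null blastocysts by DESeq2 depended on control embryos 2 and 4, which hold most of the 2-cell stage transcripts, at 10082 and 2326 counts: without both, 35 lower genes were called in place of 74, and 25 of the 74 were called again. Without any other pair of controls the number ran from 23 to 154 (median 68), and the 6 of 54 pairs that gave as few all hold control embryo 2 or 4. Without any of the 36 pairs that hold neither it was 43 to 154 (median 80.5), which goes with the explanation that these 2 embryos carry the control mean, while the comparison with all pairs, set first, does not decide it. RNA of an oocyte or a 2-cell embryo in these libraries also stays open: 2 other controls, embryos 10 and 11, had an oocyte score above that of control embryo 4, and in control embryo 2, where *Obox5* (432 counts), *Obox1* (81), *Figla* (46) and *Mos* (10) were highest, *Nlrp5*, *Nlrp14*, *Bmp15*, *Zp1*, *Zp2* and *Zar1* had 0 counts and *Gdf9* and *H1foo* 1 each, which goes against an oocyte there but does not exclude it, since these genes are scarce and uneven between libraries. No biological explanation of the difference between controls was tested.

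Smaller numbers of the same transcripts were found in other libraries: at least 20 counts were present in 10 of 11 controls and 3 of 8 *Upf2*-null embryos (Fisher's exact test, p = 0.0408), and without control embryos 2 and 4 in 8 of 9 and 3 of 8 (Fisher's exact test, p = 0.0498). The result depends on the genes, since *Tcstv1* and *Tcstv3* hold all 79 counts of *Upf2*-null embryo 5, all 20 of embryo 4 and all 73 of control embryo 11, and without these 2 genes, left out after their counts had been seen, the numbers were 9 of 11 and 1 of 8 (Fisher's exact test, p = 0.00548). Reads of control embryo 2 assigned to other libraries would give a single composition of genes in all 11 embryos, and the compositions differed by gene (simulated p = 1e-04, the smallest that the simulations can give) and by gene family (p = 1e-04 over 6 families), which argues against this as the only source. Without *Tcstv1* and *Tcstv3* they differed by gene (simulated p = 1e-04) and did not pass by family (p = 0.102 over 5 families), so for the other genes it stays open. A test of exchange between any pair of libraries had 0 pairs to use, and it leaves the genotype, library exchange and the embryos themselves open.

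The snoRNA host genes, which the paper does not discuss, passed camera's test as higher in *Upf2*-null blastocysts with a preset correlation (adjusted p = 2.8e-06) and not with an estimated correlation (adjusted p = 0.436); of 14 measured, 12 had a log2 fold change above 0, *Snhg5* was called over all genes, with 0.69, and 6 were higher when adjusted over the list alone. The score differed by 0.454, above the control mean of −0.191 in 8 of 8 embryos (exact permutation test, p = 0.0262), and did not pass after adjustment (adjusted p = 0.201 over 23 lists). Control embryo 5, at −1.30, lowers that mean, and without it the difference was 0.343 (exact permutation test, p = 0.0453, adjusted p = 0.149), while without *Upf2*-null embryo 2, at −0.178, it was 0.517 (exact permutation test, p = 0.0133, adjusted p = 0.102). Gene length or GC content was tested jointly with the classical NMD targets: with the trend removed the median log2 fold change was 0.44, against 0.42 before, which argues against it. The score also followed principal component 1 (r = −0.727, permutation p = 0.00254, rho = −0.653, permutation p = 0.00279, r = −0.40 without the 2 embryos farthest out, adjusted p = 0.0102 over 4 relations), so variation between libraries stays open beside the genotype.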

How the results depend on the processing

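The tests with principal component 3, without control embryos 2 and 4 (or 2, 4 and 5), with a filter over 5 embryos, without the study's genes and without the longest 3′ UTR, and all that leave embryos out of the comparison between lineage lists, were chosen after seeing the data. The causes of the changes below were not tested, except that fewer embryos or genes entered where they were left out.

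Against 33 genes (30 higher, 3 lower), an adjusted p under 0.05 gave 11, 11 and 0 by edgeR; DESeq2 gave 176, 102 and 74; voom with quality weights 112, 88 and 24; and principal component 3 as a covariate 112, 76 and 36. Without control embryos 2 and 4, DESeq2 gave 138, 103 and 35; without 2, 4 and 5, edgeR gave 56, 49 and 7 and DESeq2 174, 129 and 45; with at least 10 counts in at least 5 embryos, DESeq2 gave 132, 85 and 47, and edgeR 6 lower. Lower genes were 5 without normalization factors, 7 with a surrogate variable and 5 by limma-trend on scaled expression. Leaving out 1 embryo gave 14 to 43 genes, 14 to 36 higher and 0 to 7 lower by edgeR, and 72 to 135 higher and 38 to 142 lower by DESeq2. At an unadjusted p under 0.05, edgeR had 883 higher and 1264 lower.

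With the replicate block (controls 9 to 11 left out) edgeR called 0 genes, 0 higher and 0 lower (317 and 367 at an unadjusted p under 0.05; the block was not run in another tool), against 16 higher and 8 lower in the same 16 embryos without it. The numbers do not pair the embryos: same-numbered embryos correlated by −0.14 to 0.07. ERCC totals were not run, since no spike-in is among the genes.

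Of 5 other lists called by camera, 1 was called with an estimated correlation and 1 by fry. Without the study's genes 2 were, the 2-cell stage and snoRNA host lists, which hold none of these genes, and the 3 that hold some were not. Leaving out members picked for their change also weakens a list that truly differs. For these 3 lists the setting therefore does not decide whether they differ. The adjusted p of the epiblast marker list was 0.436 with an estimated correlation, 0.302 by fry, 0.0572 without control embryos 2 and 4, 0.0913 without *Nanog* and *Fgf4* and 0.317 without the study's genes. Lists far from the threshold turned direction: without control embryos 2 and 4 the mitochondrially encoded mRNAs (adjusted p 0.85), the primitive endoderm marker list (0.981), the trophectoderm marker list (0.582) and the Y-linked genes (0.981), with a surrogate variable the Y-linked (0.804) and pro-apoptotic lists (0.936), the latter also with the replicate block (0.909) and component 3 (0.982). The epiblast score difference ran from −0.39 without control embryo 5 to −0.18 without *Upf2*-null embryo 2, epiblast minus primitive endoderm from −0.48 to −0.34, and epiblast minus trophectoderm from −0.50 without control embryo 5 to −0.21 without *Upf2*-null embryo 2. Without control embryos 2 and 4 the last 2 were −0.265 and −0.13. The epiblast ratio was 0.797 by medians and 0.90 with 1 added. By DESeq2 40.3% of higher genes had a junction after the stop codon and their mean 3′ UTR was 2716 nt, or 1139 nt without the longest.

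Apart from the 3 lineage lists, of 946 values of 90 single genes and gene lists 829 kept direction and side of the threshold, 59 newly passed, 38 no longer passed and 20 had the opposite sign, the latter all for genes and lists past no threshold. *Upf2* passed by DESeq2 (0.66), voom (0.83) and with a surrogate variable (0.73). Signs turned for *Cdx2* (−0.22 by voom, −0.32 with the block, −0.063 by limma-trend), *Dab2* (−0.042 with the block), *Gata4* (1.15 by voom, 0.25 with the block, 0.16 by limma-trend), *Man2c1* (0.0079 without normalization factors, 0.023 with the block, 0.017 with the Y-linked covariate, 0.014 by limma-trend) and *Terf1* (0.016 by voom, 0.0038 without normalization factors, 0.0037 with a surrogate variable). What depth alone limits was not tested: *Rspo1* and *Col5a1*, with 2 counts each over the *Upf2*-null embryos, were also uneven between controls, from 0 to 16.5 and from 0 to 7.26 CPM.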

Differences from the paper's values

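The paper reports 178 differentially expressed genes at an adjusted p under 0.1, and 33 were found here by edgeR at that threshold. Of the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave 176, within 1.5 times of the paper's number, and the 29 others did not come within it. The paper reports 102 higher genes, against 30 here; DESeq2 gave 102 and voom with quality weights 88, both within 1.5 times, and 28 others did not. The paper reports 76 lower genes, against 3 here; DESeq2 gave 74, and 29 others were outside. In each of these counts, 19 of the others are the same edgeR test with 1 embryo left out. Most of the rest change only its filter, normalization, covariate or threshold. The others are therefore not separate checks of the paper's numbers.

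Of the background genes, the paper gives 17% with an exon junction after the stop codon, and 26.2% had one here. Counting only junctions more than 50 nt downstream gave 21.2% and all protein-coding genes gave 22.3%, both within 1.5 times, and the genes remaining beside the DESeq2 calls gave 26.1%, which was not. Of the higher genes, the paper's share is about 24% in Fig. S2D, read by eye, and 33.3% here is within 1.5 times of it, while 40.3% of the DESeq2 calls is not.

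The paper's mean 3′ UTR length of higher genes is about 2900 nt in Fig. S2E, read by eye, and it was 1543 nt here. The DESeq2 calls (2716 nt) came within 1.5 times. The longest 3′ UTR of each gene (1874 nt) did not, but lay closer to the paper's value than the SD between its genes (1259 nt). The median (1105 nt) and the wider background (1543 nt) met neither limit. Without the gene with the longest 3′ UTR, a setting chosen after seeing the values, the DESeq2 calls had 1139 nt.

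The paper's mean epiblast ratio is about 0.87 in Fig. 4D, read by eye, over the study's own gene list, and it was 1.93 over the list used here. All 4 alternatives came within it: medians over embryos (0.797), a minimum mean of 1 (0.849), 1 added (0.90) and 0.1 added (1.07).

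The variance on principal component 1 is about 24% in Fig. S2B, read by eye, and was 14.1% here. The 500 most variable genes (22.3%) and unit variance (17.6%) came within 1.5 times, and log2 scaled expression (15.1%) did not.

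In direction, the paper shows *Sox2* among the pluripotency factors that were lower, and its log2 fold change was 0.09 here, while the 5 other factors of Fig. 4E were below 0. Of these 6 factors, which the paper gives as lower, none was called by edgeR, and DESeq2 called *Nanog* and *Fgf4*. Of the genes that the paper's text names for the groups of Fig. 2B,C, edgeR called *Ddit3*, *Tex261*, *Gorab* and *Txnl4b*, and DESeq2 called every gene but *Odc1*. The paper's test of the lineage genes took genes as replicates, and the scores here took embryos.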

Other observations

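In this part, the fit with principal component 3, the lists without the study's genes and the window around *Upf2* were chosen only after the result was seen. Genes whose mRNAs are classical NMD targets were higher in *Upf2*-null blastocysts. The score of 14 measured members differed by 0.59 (exact permutation test, p = 0.000106, adjusted p = 0.00243 over 23 lists) and lay above the control mean in 8 of 8 embryos; 10 had a log2 fold change above 0. *Ddit3* was called over all genes. Adjusted over the list alone, 5 were higher, among them *Atf3*, a stress-induced transcription factor, with 3.68, and *Map3k14* was lower. By camera the adjusted p was 2.73e-05, and 0.0173 with an estimated correlation. The study names 4 of the members from these libraries. Without them the median log2 fold change fell from 0.38 to 0.13 and the camera p was 0.0823. Leaving out members picked for their change weakens a list that truly differs as well. This setting therefore cannot tell how far the camera result rests on the study's choice. The score per embryo was not run without these 4 genes. Among 24 other NMD factors, *Pnrc2*, a decapping cofactor, rose by 0.75 on the log2 scale and no other was called (camera p = 0.227).

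The lists of this paragraph did not pass camera's test, except for the 2-cell stage list. Of 29 splicing factors with poison exons, 12 had a log2 fold change above 0 (camera p = 0.528), and adjusted over the list alone *Clk4*, *Luc7l* and *Tra2a* were higher and *Srsf2* lower. The camera p was 0.156 for FGF and ERK response genes, 0.205 for S phase, 0.0986 for nuclear oxidative phosphorylation genes, 0.67 for 8 mitochondrially encoded mRNAs, 0.116 for 2 measured cumulus and granulosa cell markers and 0.623 for Y-linked genes. No member of these lists was called by edgeR. DESeq2 called 1 splicing factor and voom 2, and voom called 1 oxidative phosphorylation gene. At an unadjusted p under 0.05 from edgeR, 5 splicing factors were higher and 1 lower, 1 S phase gene higher and 1 lower, 1 oxidative phosphorylation gene higher and 1 FGF and ERK response gene lower. The oocyte list had an adjusted p of 0.0913, with 4 members lower at an unadjusted p under 0.05 and none called by edgeR, DESeq2 or voom, and its score differed by −0.41 (exact permutation test, p = 0.0453, adjusted p = 0.261). The 2-cell stage list was lower, with a camera adjusted p of 2.8e-06, and 0.436 with an estimated correlation; all 15 members were below 0, none was called by edgeR, 14 were lower both at an unadjusted p under 0.05 and adjusted over the list alone, and DESeq2 called 3 and voom 1. Its score differed by −1.65 (exact permutation test, p = 0.00193, adjusted p = 0.0222), and by −0.69 without control embryos 2 and 4 (exact permutation test, p = 0.00601, adjusted p = 0.0691).

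Chance could not be excluded for the counts of genes. Of 100 splits of the embryos into 8 and 11, the genotypes included, 7 called at least the 33 genes that edgeR called, with 571 the highest of the other splits, although 85 other splits called 0. By DESeq2 10 splits reached 176 genes (highest other 1648), 7 reached 102 higher (817) and 10 reached 74 lower (866). For 6 lists by camera 19 splits gave as many (highest other 9, median of the other splits 4). Of the 4 other splits with more than 3 times the genes called for the genotypes, 3 differ most on principal component 3, which points to a structure of the samples other than genotype. A large difference on that component was not enough for edgeR calls. Of 14 further splits that differ most on it, 12 called 0 genes by edgeR. Of these, 1 had a larger difference (1.22 SD, with 14 genes by DESeq2) than 2 of those 3 splits (1.18 and 1.19 SD). By DESeq2, the highest splits called 1648, 1538, 1501 and 1280 genes, and all differ most on component 3. The next called 757 and differs most on component 2. With component 3 as a covariate, edgeR calls fell from 344, 123 and 571 to 77, 33 and 27 in those 3 splits. In a split that differs most on component 2 they went from 200 to 168. With component 3 as a covariate, 2 of 100 splits called at least 112 genes (highest other 168). This fit was tried after the splits had been seen, and it does not replace the result without the covariate.

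*Gm13384*, a pseudogene that was higher, starts 75505 nt beyond the end of *Upf2*. Within 5 Mb of *Upf2*, 43 genes were tested and 2 were called by edgeR, *Gm13384* and *Gm13261*. Without *Gm13384*, which prompted the test, 1 of 42 was called against 31 of 17093 other genes (Fisher's exact test, p = 0.0756).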
